# Adipose tissue retains an epigenetic memory of obesity after weight loss

**DOI:** 10.1038/s41586-024-08165-7

**Published:** 2024-11-18

**Authors:** Laura C. Hinte, Daniel Castellano-Castillo, Adhideb Ghosh, Kate Melrose, Emanuel Gasser, Falko Noé, Lucas Massier, Hua Dong, Wenfei Sun, Anne Hoffmann, Christian Wolfrum, Mikael Rydén, Niklas Mejhert, Matthias Blüher, Ferdinand von Meyenn

**Keywords:** Endocrine system and metabolic diseases, Physiology, Epigenetics

## Abstract

Reducing body weight to improve metabolic health and related comorbidities is a primary goal in treating obesity^1,2^. However, maintaining weight loss is a considerable challenge, especially as the body seems to retain an obesogenic memory that defends against body weight changes^3,4^. Overcoming this barrier for long-term treatment success is difficult because the molecular mechanisms underpinning this phenomenon remain largely unknown. Here, by using single-nucleus RNA sequencing, we show that both human and mouse adipose tissues retain cellular transcriptional changes after appreciable weight loss. Furthermore, we find persistent obesity-induced alterations in the epigenome of mouse adipocytes that negatively affect their function and response to metabolic stimuli. Mice carrying this obesogenic memory show accelerated rebound weight gain, and the epigenetic memory can explain future transcriptional deregulation in adipocytes in response to further high-fat diet feeding. In summary, our findings indicate the existence of an obesogenic memory, largely on the basis of stable epigenetic changes, in mouse adipocytes and probably other cell types. These changes seem to prime cells for pathological responses in an obesogenic environment, contributing to the problematic ‘yo-yo’ effect often seen with dieting. Targeting these changes in the future could improve long-term weight management and health outcomes.

## Abstract (web summary)

Stable epigenetic changes indicate the existence of an obesogenic memory in mouse adipocytes that primes cells for pathological responses in an obesogenic environment and potentially contributes to the problematic ‘yo-yo’ effect often seen with dieting.

## Main

Obesity and its related comorbidities represent substantial health risks^1^. A primary clinical objective in managing obesity is to achieve appreciable weight loss (WL), typically through rigorous dietary and lifestyle interventions, pharmaceutical treatments or bariatric surgery (BaS)^2^. Strategies relying on behavioural and dietary changes frequently only result in short-term WL and are susceptible to the ‘yo-yo’ effect, in which individuals regain weight over time^3,5,6^. This recurrent pattern may be partially attributable to an (obesogenic) metabolic memory that persists even after notable WL^4,7–10^ or metabolic improvements^11–13^. Indeed, lasting phenotypic changes from previous metabolic states, that is, metabolic memory, have been reported in mouse adipose tissue (AT) or the stromal vascular fraction (SVF)^14–16^, whereas in liver these were reversible^15–17^. Persistent alterations after WL in the immune compartment^18^, and transcriptional and functional memory of obesity in endothelial cells of many organs^19–22^, have also been reported.

Epigenetic mechanisms and modifications are essential for development, differentiation and identity maintenance of adipocytes in vitro and in vivo^23–27^, but are also expected to be crucial contributors to the cellular memory of obesity^4,7^. For example, lasting chromatin accessibility changes have been associated with pathological memory of obesity in mouse myeloid cells^28^ and, also, cold exposure studies have indicated the existence of (epigenetic) cellular memory^26,29^. Hitherto, most human studies have focused on DNA methylation analysis in bulk tissues or whole blood to assess putative cellular memory^30–33^. These reports might be confounded by variations in cell type composition, which are poorly characterized in the AT during WL, and therefore serve foremost as indicators of cellular epigenetic memory.

In summary, it remains unresolved whether individual cells retain a metabolic memory and whether it is conferred through epigenetic mechanisms. Here, we set out to address this by first performing single-nucleus RNA sequencing (snRNA-seq) of AT from individuals living with obesity before and after significant WL, as well as lean, obese and formerly obese mice, confirming the presence of retained transcriptional changes, and, second, by characterizing the epigenome of mouse adipocytes, which revealed the long-term persistence of an epigenetic obesogenic memory.

## Transcriptional changes in human AT

To explore whether signatures of previous obesogenic states persist in humans after appreciable WL, we obtained subcutaneous AT (scAT) and omental AT (omAT) biopsies from individuals with healthy weight who have never had obesity (called healthy weight here) and people living with obesity (but without diabetes) before (T0) and 2 yr after (T1) BaS from multiple independent studies (Fig. 1a). The omAT samples were from the multicentre two-step surgery (MTSS) study (*n* = 5 lean individuals, 1 male, 4 females; *n* = 8 individuals with obesity, 2 males, 6 females) and Leipzig two-step surgery (LTSS) study (*n* = 5 lean individuals, 2 males, 3 females; *n* = 5 individuals with obesity, 2 males, 3 females). Only patients exhibiting a minimum of 25% body mass index (BMI) reduction were included into our study (Fig. 1a,b and Extended Data Table 1). We performed snRNA-seq on pooled omAT per group and could annotate, on the basis of published data^34,35^, 18 cell clusters in the omAT samples (Fig. 1c and Extended Data Figs. 1a and 2a–d), including adipocytes, adipocyte progenitor cells (APCs), mesothelial cells, immune cells and endothelial cells. Although we did not observe consistent cellular composition differences between T0 and T1 in omAT, we observed inter-individual cellular composition variations after single nucleotide polymorphism (SNP)-based demultiplexing, possibly also affected by sampling during surgery (Extended Data Fig. 2e,f). Notably, cell type-specific gene expression analysis revealed that many differentially expressed genes (DEGs) at T0 (obese versus healthy weight) were also deregulated at T1 in both studies (Fig. 1d and Extended Data Fig. 1b,c). We next performed the same analysis with scAT biopsies from the LTSS study (*n* = 5 lean individuals, 2 males, 3 females; *n* = 5 individuals with obesity, 2 males, 3 females) and NEFA trial (ClinicalTrials.gov registration no. NCT01727245; *n* = 8 lean individuals, all female; *n* = 7 individuals with obesity, all female), including only patients exhibiting a minimum of 25% BMI reduction (Fig. 1a,b and Extended Data Table 1). We annotated 13 cell clusters for scAT (Fig. 1e and Extended Data Fig. 1d), including APCs, adipocytes, endothelial cells and immune cells, on the basis of published markers^34–37^ (Extended Data Fig. 3a–d). We did not observe consistent cellular composition differences between T0 and T1 in scAT (Extended Data Fig. 3e,f). However, similar to omAT we found in both studies that many cell types retained transcriptional differences from T0 to T1 (Fig. 1f and Extended Data Fig. 1e,f). A further detailed analysis of cell type-specific gene expression changes in omAT and scAT showed that transcriptional deregulation during obesity was most pronounced in adipocytes, APCs and endothelial cells (Extended Data Fig. 1g–j). In line with this observation, the absolute number of retained DEGs from T0 to T1 was highest in these cell types as well (Extended Data Fig. 1k). Given that adipocytes showed strong retainment of transcriptional differences in each individual sample, we integrated the snRNA-seq data of all adipocytes from the omAT and scAT studies, respectively (Extended Data Fig. 1l,m), and performed differential gene expression analysis. Pooled omAT adipocytes displayed a strong retention of downregulated DEGs (Fig. 1g), including relevant metabolic genes^38–41^ such as *IGF1*, *LPIN1*, *IDH1* or *PDE3A* (Fig. 1h). Similarly, the retention of downregulated DEGs in scAT adipocytes was pronounced (Fig. 1i) and included relevant metabolic genes^38,42–44^ such as *IGF1*, *DUSP1*, *GPX3* and *GLUL* (Fig. 1j). Gene set enrichment analysis (GSEA) of retained DEGs in adipocytes of each study showed persistent downregulation of pathways linked to adipocyte metabolism and function (Extended Data Fig. 4a–d) and persistent upregulation of pathways linked to fibrosis (related to *TGFβ* signalling) and apoptosis (Extended Data Fig. 4e–h). These results indicate that obesity induces cellular and transcriptional (obesogenic) changes in the AT, which are not resolved following significant WL.

**Fig. 1:**
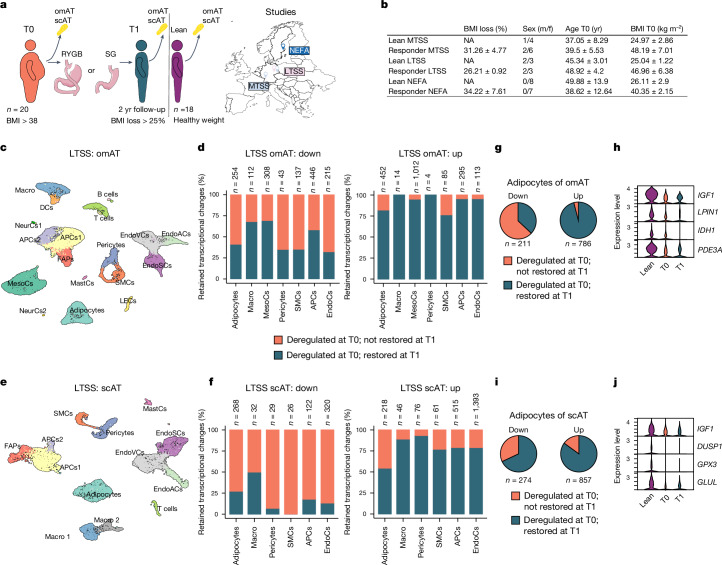
Human AT retains cellular transcriptional changes after BaS-induced WL. **a**, omAT and scAT biopsies were collected from people living with obesity during BaS (T0) and 2 yr post-surgery (T1). Only individuals that had lost at least 25% of BMI compared with T0 were included. omAT and scAT biopsies were collected from healthy weight/lean individuals from the same studies (MTSS, LTSS and NEFA). **b**, Sex, age, starting BMI and BMI loss of lean donors and donors with obesity. **c**, Uniform manifold approximation and projection (UMAP) of 22,742 nuclei representing omAT pools from lean subjects (*n* = 5; 2 males, 3 females) and paired omAT from T0 and T1 (*n* = 5 each; 2 males, 3 females) from LTSS. **d**, Proportion of retained transcriptional changes in highly abundant cell types of LTSS omAT. **e**, UMAP of 15,347 nuclei representing scAT pools from lean subjects (*n* = 5; 2 males, 3 females) and paired scAT from T0 and T1 (*n* = 5 each; 2 males, 3 females) from LTSS. **f**, Proportion of retained transcriptional changes in highly abundant cell types of LTSS scAT. **g**, Proportion of retained transcriptional changes in integrated omAT adipocytes of LTSS and MTSS omAT. **h**, Normalized expression of selected memory DEGs in omAT adipocytes. **i**, Proportion of retained transcriptional changes in integrated omAT adipocytes of LTSS and NEFA scAT. **j**, Normalized expression of selected memory DEGs in scAT adipocytes. Wilcoxon rank-sum test with adjusted *P* < 0.01 by the Bonferroni correction method, and log_2_ fold change (log_2_FC) > ±0.5 was used for DEG identification in **d**, **f**, **g**, **h**, **i** and **j**. DCs, dendritic cells; EndoCs, endothelial cells; EndoACs, arteriolar EndoCs; EndoSCs, stalk EndoCs; EndoVCs, venular EndoCs; LECs, lymphatic EndoCs; FAPs, fibro-adipogenic progenitors; Macro, macrophages; MastCs, mast cells; MesoCs, mesothelial cells; NeurCs, neuronal-like cells; SMCs, (vascular) smooth muscle cells; NA, not applicable; m/f, male/female. Credit: **a**, Copyright 2017—Simplemaps.com (https://simplemaps.com/resources/svg-maps). Source Data

## Pathophysiology mostly resolves after WL

To investigate the molecular mechanisms and pathophysiological importance of this putative metabolic memory of obesity, we assessed WL in an experimental animal model (Fig. 2a). The 6-week-old male mice were fed a high-fat diet (HFD; 60% kcal from fat) or low-fat chow diet (10% kcal from fat) for 12 (H and C) or 25 weeks (HH and CC_l). Subsequently, we switched the diet to a standard chow diet (HC, CC_s, HHC, CCC), leading to weight normalization in 4–8 weeks (Fig. 2b,c). Glucose tolerance was impaired in H but not in HH mice (compared with age-matched controls), whereas insulin sensitivity was lower in HH but not in H mice (Extended Data Fig. 5a,b). Fasting blood glucose levels were greater in both groups (Extended Data Fig. 5c). WL restored insulin sensitivity in HHC mice, whereas HC mice still showed impaired glucose tolerance (Extended Data Fig. 5d,e). Fasting glucose levels were normalized by WL in both groups, matching those of control mice (Extended Data Fig. 5f). After WL, hyperinsulinemia was resolved in HC mice, but only diminished in HHC mice (Extended Data Fig. 5g–i). Leptin levels, which were elevated in obese mice, returned to control levels after WL (Extended Data Fig. 5j). Energy expenditure and food intake showed no differences between HC and CC_s mice after WL (Extended Data Fig. 5k,l). Liver triglyceride accumulation was normalized (to control levels) in HC, and most HHC, mice. (Extended Data Fig. 5m,n). Similarly, C and H mice, and CC_s and HC mice, did not differ in the amount of lean mass nor did HC mice lose lean mass (Extended Data Fig. 5o). Obese H mice had larger subcutaneous inguinal AT (ingAT), epididymal AT (epiAT) and brown AT (BAT) depots than corresponding control mice (Extended Data Fig. 5p,q). ingAT and BAT depot sizes normalized after WL. In line with a recent report, epiAT of HC mice was smaller than that of controls after WL^18^. Interestingly, the phenomenon of epiAT shrinkage was already observed during obesity in 25-week HFD-fed (HH) mice, as previously reported^45^, and maintained after WL in HHC mice (Extended Data Fig. 5r–v). Adipocyte sizes varied between depots, and adipocytes were enlarged in ingAT of H and HH mice and normalized after WL in HC, but not in HHC, mice (Extended Data Fig. 5w,x). epiAT adipocytes were also enlarged and shrunk to normal sizes in H and HC mice, respectively, whereas in HH and HHC mice adipocytes were of equal size, probably owing to the tissue shrinkage (Extended Data Fig. 5v,y). The epiAT of obese mice (H and HH) showed immune cell infiltration and apical fibrosis, which partially improved after WL in HC, but not HHC, mice (Extended Data Fig. 5t–v). Masson’s trichrome staining showed more collagen deposition in epiAT after WL (Extended Data Fig. 5z). Overall, after WL, only a few mild metabolic impartments persisted, including glucose intolerance in HC mice, hyperinsulinemia and slight liver steatosis in HHC mice and a notable decrease in epiAT depot size after WL in both groups.

**Fig. 2:**
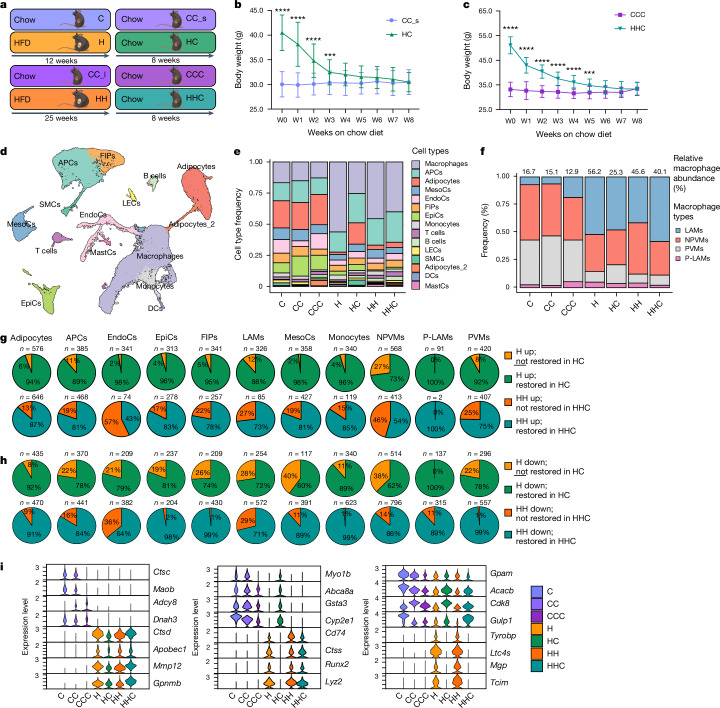
Transcriptional changes persist WL induced (partial) remodelling of epiAT. **a**, Experimental setup of the WL study. **b**,**c**, 18-week-old (**b**) or 31-week-old (**c**) diet-induced obesity or age-matched control male mice were fed chow diet for 8 weeks. Body weight (*n* = 20 each; data from two experiments). **d**, UMAP of 48,046 nuclei representing integrated epiAT pools (*n* = 5 pooled mice each) from C, CC, CCC, H, HC, HH and HHC mice. **e**, Relative abundance of cell types/clusters per condition. **f**, Relative abundance of macrophage subclusters per condition as percentage of total macrophages. **g**,**h**, Proportion of retained upregulated (**g**) or downregulated (**h**) transcriptional changes in different cell types. **i**, Normalized expression of selected DEGs in adipocytes across all conditions that did not restore expression profile (left), restored only in HC adipocytes (middle) or restored expression profile (right) (Wilcoxon rank-sum test, adjusted *P* < 0.05 by the Bonferroni correction method; FC > ±0.5). Significance for **b** and **c** was calculated using unpaired, multiple *t*-tests with Benjamini, Krieger and Yekutieli post-hoc test for multiple comparisons. ***FDR < 0.001, ****FDR < 0.0001. Exact *P* values are in the Source Data. EpiCs, epithelial cells; FDR, false discovery rate; FIPs, fibro-inflammatory progenitors; NPVMs, non-perivascular macrophages; PVMs, perivascular macrophages; P-LAMs, proliferating LAMs; W, week. Source Data

## Transcriptional obesogenic memory in mice

Considering our observations of persistent transcriptional changes in human AT, we examined mouse epiAT cellular changes throughout obesity and WL using snRNA-seq. We annotated 15 key cell populations using common marker genes^34,36,46^, including APCs, immune cells, adipocytes, mesothelial cells, endothelial cells and epithelial cells (Fig. 2d and Extended Data Fig. 6a,b). Consistent with previous findings^16,18,46^, macrophage cell number in epiAT was higher in obese conditions (H and HH), and was not fully normalized after WL, especially in HHC mice (Fig. 2e). Resident macrophages in control mice (C, CC and CCC) primarily consisted of perivascular macrophages and non-perivascular macrophages. Notably, during obesity mainly lipid-associated macrophage (LAM) and non-perivascular macrophage cell numbers increased in the epiAT, altering the macrophage population composition persistently (Fig. 2f and Extended Data Fig. 6c,d).

Motivated by our own observation of persistent transcriptional changes in human AT (Fig. 1 and Extended Data Fig. 1) and corresponding recent reports in endothelial and immune cells^18,19^, we next investigated transcriptional retention (‘memory’) in the mouse epiAT. On the basis of the number of DEGs in each cell type, we found stronger transcriptional deregulation in obesity and after WL in adipocytes, APCs, endothelial cells, epithelial cells and macrophages than in other cell types (Extended Data Fig. 7a), corroborating the existence of persistent, cell-specific transcriptional changes in mouse epiAT. Indeed, across cell types many DEGs from the obesity time point remained deregulated after WL (Fig. 2g,h and Extended Data Fig. 7b,c). GSEA of retained DEGs in adipocytes, APCs, endothelial cells, LAMs, non-perivascular macrophages, perivascular macrophages and mesothelial cells showed persistent upregulation in HC and HHC mice of genes related to lysosome activity, apoptosis and other inflammatory pathways (Extended Data Fig. 7c,d), indicating endoplasmic reticulum and cellular stress. Persistently downregulated retained DEGs in HC and HHC mice were mainly related to metabolic AT pathways, such as fatty acid omega oxidation, fatty acid biosynthesis, adipogenesis or peroxisome proliferator-activated receptor signalling (Extended Data Fig. 7e,f), pointing to potential dysfunction in the AT after WL.

Focusing specifically on adipocytes, we identified three distinct patterns of DEGs (Fig. 2i): a group that failed to restore normal expression after WL in HC or HHC (for example, *Maob* or *Ctsd*); another group that restored expression in HC but not in HHC (for example, *Cyp2e1* or *Runx2*); and a third group that restored normal expression after WL in both HC and HHC mice (for example, *Gpam* or *Tyrobp*). Notably, we did not identify any DEGs that exclusively restored normal expression after WL in HHC mice but not in HC mice, suggesting that longer durations of obesity or relatively shorter WL periods exert a stronger influence on retainment of a transcriptional memory. In summary, after WL, adipocytes from mice maintained an upregulation of inflammatory- and extracellular matrix remodelling-related pathways, whereas adipocyte-specific metabolic pathways remained downregulated (Extended Data Fig. 7g,h), mirroring our findings from human adipocytes (Fig. 1h,j and Extended Data Fig. 4).

## Epigenetic obesogenic memory in mice

Having established the persistence of obesity-associated transcriptional changes after WL in human AT and mouse epiAT, our attention shifted towards exploring the underlying mechanisms conferring this putative memory. We decided to focus on adipocytes given their post-mitotic nature, immobility, long lifespan and central position in AT biology^47^. We conducted an epigenetic analysis of adipocytes derived from mouse epiAT. Considering the inherent difficulties in studying epigenetic signatures in heterogenous cell populations, we crossed tamoxifen-inducible AdipoERCre mice with NuTRAP reporter mice, and thereby labelled adipocyte nuclei with biotin and GFP-tagged ribosomes before HFD feeding (Fig. 3a). 

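TRAP–seq sequences the mRNA that is bound to the ribosomes of one cell type. In AdipoERCre x NuTRAP mice, tamoxifen turns on a GFP-tagged ribosomal protein in adipocytes, so that adipocyte ribosomes can be pulled down from a lysate of the whole depot and the mRNA on them sequenced. Libraries from 20 mice in 8 groups were analysed. In the short arm, mice were fed HFD (H) or chow (C) for 12 weeks and examined at 18 weeks of age, or had 8 further weeks of chow and were examined at 26 weeks of age (HC after HFD, CC_s after chow), with 3 mice in each group. In the long arm, the first diet lasted 25 weeks and HH and CC_l mice were 31 weeks old, whereas HHC and CCC mice had 8 further weeks of chow and were 39 weeks old, with 2 mice in each group. The libraries of the short and the long arm carry different run labels, so each HFD or WL group was compared with the control group of its own arm and age.

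The authors aligned trimmed reads to mm10 with HISAT2, counted them on genes with featureCounts and deposited 1 whole-number count per gene and mouse, without normalization, for 46078 genes. Counts on genes totalled 17132548 to 29188898 per mouse in C (median 17384471) and 19928630 to 32201170 in H (median 24343620). They totalled 17916250 to 29030634 in CC_s (median 18313952) and 15204124 to 36738954 in HC (median 27743881). In the long arm, the totals were 16062931 and 30146952 for the CC_l mice and 20248075 and 20458954 for the HH mice. The CCC mice had 14903301 and 17015346, and the HHC mice 10710277 and 21433932. The paper's text does not name the gene annotation, the strand setting or whether both ends of a read pair were counted. In each library, between 74.4% and 89.2% of the nonzero counts were even numbers, the pattern that arises when both ends of a pair are each counted, so the number of sequenced fragments was probably lower than the counts.

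The counts were tested with edgeR's quasi-likelihood test after TMM normalization. The fit held all 20 libraries in their 8 groups, because groups of 2 or 3 mice give a poor estimate of the spread by themselves. The 21464 genes that passed edgeR's filterByExpr were tested. Genes with a nominal p under 0.01 and an absolute log2 fold change of at least 1 were taken as DEGs, and Benjamini-Hochberg adjusted p-values over all tested genes were computed beside them. The common dispersion was 0.462, which corresponds to a biological coefficient of variation of 0.680 between mice of a group. A count of 0 allows up to 3 counts if counts are independent, and this was taken as the detection limit. It came to between 0.0817 and 0.280 CPM (counts scaled to library size) depending on the library, and such limits cover counting error only. Folds against controls at the limit were computed with the controls set to it. If both ends of a pair were counted, counts are not independent. Such folds may then be too high and are not strict lower bounds.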

We then developed a protocol to assay multiple modalities from labelled adipocytes of the same epiAT depot (Fig. 3b) and performed paired analysis of the translatome using targeted purification of polysomal messenger RNA (translating ribosome affinity purification followed by RNA sequencing technology (TRAP–seq)), chromatin accessibility using assay for transposase-accessible chromatin (ATAC) with sequencing (ATAC–seq) and four histone post-translational modifications (hPTMs) using cleavage under targets and tagmentation (CUT&Tag). In essence, we generated extensive epigenetic datasets from adipocytes of each epiAT sample (Extended Data Fig. 8a,b) encompassing H3K27me3 (a polycomb-mediated repressive hPTM), H3K4me3 (which marks active transcription start sites (TSS)), H3K4me1 (indicative of active or poised enhancers) and H3K27ac (which marks active enhancers and other candidate *cis*-regulatory elements)^48,49^. We observed strong correlation between the transcriptional profiles of labelled adipocytes and the adipocyte clusters identified by snRNA-seq (Extended Data Fig. 8c). Consistent with our observation from the snRNA-seq, we also noted a restoration of the translational profile in adipocytes from HC and HHC mice (Fig. 3c).

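PCA was run on the log2 CPM of the 21464 tested genes, TMM-normalized with a prior count of 2. PC1 held 28.2% and PC2 16.5% of the variance across the 20 libraries. Restricting the PCA to the 500 genes with the largest variance moved these shares most, to 63.3% and 9.39%. Along PC1 the lowest scores came from HC replicate 3 (-189), CC_l replicate 1 (-161), C replicate 1 (-128), C replicate 2 (-101) and CCC replicate 2 (-55.3), so this component did not order the mice by diet. The genes with the lowest loadings on PC1 were Ldhc and Tnp2, which reached 415 and 754 CPM in CC_l replicate 1 and at most 48.2 and 68.3 CPM in any other library, and those with the highest were AW822252 and B630019A10Rik. Along PC2 the H mice lay between -88.7 and -42.9, below the C mice, which lay between -40.9 and 54.1. The HC mice lay between 11.6 and 47.3 on PC2 and the CC_s mice between -8.70 and 36.8. HH mice scored -78.9 and -31.6 on PC2, below the CC_l mice at 26.5 and 204.9. The HHC mice scored -31.0 and 55.1 and the CCC mice -89.7 and 10.1, so that their ranges overlapped. Defb42 and Cck had the lowest loadings on PC2, and 1700113H08Rik and Qrich2 the highest. Gpx5 and Crisp1, transcripts of epididymal epithelium, were also among the lowest PC2 loadings. Gpx5 was at 230 and 1131 CPM in H replicates 1 and 2. It was at 0 and 0.329 CPM in HH replicate 1 and CCC replicate 2, which scored -78.9 and -89.7. CC_l replicate 1, with the highest Ldhc and Tnp2, also had the highest PC2 score. Diet and RNA carried over from other tissue were not separated along PC2.

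To place the mice after WL between lean and obese mice, each library was projected on the difference between H and C over the 1392 DEGs of H, scaled so that the mean of C is 0 and the mean of H is 1. The HC mice, which did not define this axis, scored 0.533 ± 0.0426 (SD, n = 3) and the CC_s mice 0.273 ± 0.0847 (SD, n = 3). The difference of 0.259 separated every HC mouse from every CC_s mouse (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Scores over all genes passing the filter moved this difference most, to 0.0399, and without C replicate 3 it was 0.0548. On the corresponding axis of the long arm, over the 1458 DEGs of HH, the HHC mice scored 0.434 ± 0.0875 (SD, n = 2) and the CCC mice 0.472 ± 0.103 (SD, n = 2). This difference of -0.0387 was within the spread between the mice (exact two-sided permutation test, p = 0.667, where the smallest possible is 0.333). It changed sign without CCC replicate 2 (0.0344) and without HHC replicate 2 (0.0232).

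**Figure D1:**
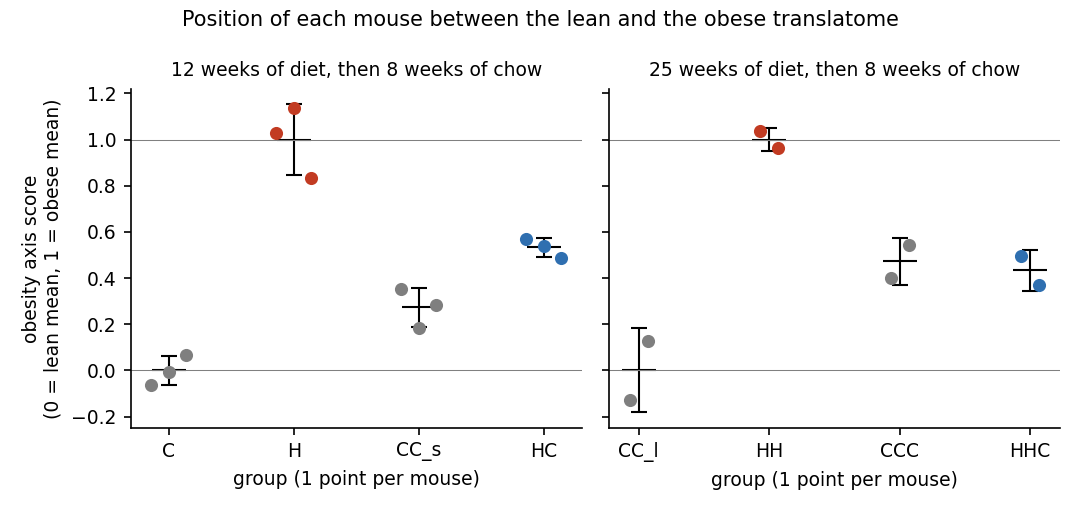
Score of each mouse (points, with group mean and SD) on the axis from the lean mean (0) to the obese mean (1), short arm left and long arm right. HC mice lie between 0.487 and 0.571, CC_s mice between 0.184 and 0.353, HHC mice at 0.372 and 0.496 and CCC mice at 0.399 and 0.545.

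In H against C, 1392 genes were DEGs, of which 766 were upregulated and 626 downregulated, and 455 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An analysis without the filter on low counts moved the count of DEGs in H most among the alternatives that kept all mice, to 2492. Which direction held the majority in H depended on the setting. There were 651 up and 748 down under RLE normalization, and 928 up and 1235 down with DESeq2. In HC, HH and HHC the majority direction stayed the same under both. In HC against CC_s there were 374 DEGs, 337 up and 37 down, and no gene passed the adjusted threshold, while 1866 had a nominal p under 0.05. In HH against CC_l there were 1458 DEGs, 1055 up and 403 down, with 445 genes past the adjusted threshold. In HHC against CCC there were 669 DEGs, 96 up and 573 down, with 0 genes past the adjusted threshold and 2292 at a nominal p under 0.05. Single libraries weighed on these counts in the short arm: without H replicate 2 there were 757 DEGs in H, and without CC_s replicate 3 there were 160 in HC. In the long arm, leaving out a mouse leaves a single mouse in its group. The weight of single libraries on the counts of HH and HHC was therefore not judged, and these counts may depend on them as well. The control groups themselves differed by 525 DEGs between CC_s and C and by 572 between CCC and CC_l, in mice that never received HFD. These groups differ in age and also in chow, since the paper's methods name a low-fat chow before the diet switch and another chow after it. The groups did not overlap in log2 CPM for 25.1% of the tested genes in H against C and for 13.8% in HC against CC_s, where chance gives 10% for 3 mice against 3. For 2 mice against 2, where chance gives 33.3%, this share was 55.3% in HH against CC_l and 28.8% in HHC against CCC.

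Whether the obesity effect and the effect after WL differ was tested as an interaction. Between the HH and the HHC effect, 175 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 170 of them with the higher log2 fold change in HH. Between the H and the HC effect no gene passed this threshold, and 2538 had a nominal p under 0.05. Both counts depended on the setting. Between HH and HHC there were 21 genes under RLE normalization and 0 with only the compared groups in the fit, and between H and HC there were 400 with DESeq2 and 460 with the likelihood ratio test. From the positions of the mice in the PCA (Fig. 3c), the paper states that the translational profile was restored in HC and HHC mice.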

**Fig. 3:**
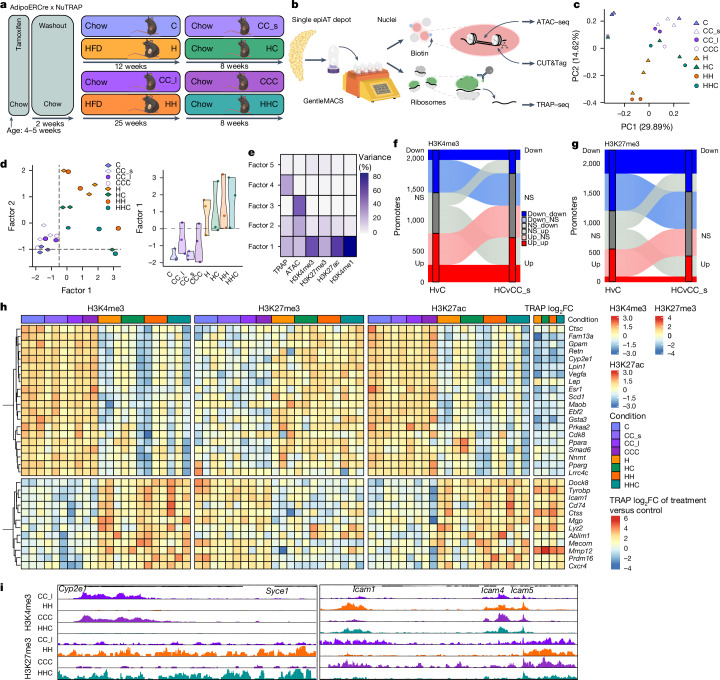
Adipocyte promoters retain an epigenetic memory. **a**, Experimental setup of the WL study in AdipoERCre x NuTRAP mice. **b**, Workflow of paired CUT&Tag, ATAC–seq and TRAP–seq from one AT depot. Biotinylated nuclei and GFP-tagged ribosomes are isolated from frozen tissue, pulled down and subjected to CUT&Tag, ATAC–seq (nuclei) and TRAP–seq (ribosomes). **c**, PCA of translatome (TRAP–seq) of labelled adipocytes from C, CC_s, CC_l, CCC, H, HH, HC and HHC. Each dot represents an individual biological replicate. **d**, MOFA plots showing the sample clustering along latent Factors 1 and 2 (left) and Factor 1 value distribution (right) across labelled adipocytes. Each dot corresponds to one biological replicate. For each replicate all six modalities are represented in one dot. **e**, Percentage of variance explained by each MOFA factor across one of six modalities. **f**, Dynamics of differentially H3K4me3-marked promoters (*y* axis) from H to HC. **g**, Dynamics of differentially H3K27me3-marked promoters (*y* axis) from H to HC. **h**, Scaled enrichment of H3K4me3 (left), H3K27me3 (middle) and H3K27ac (right) at selected promoters of genes and the log_2_FC of TRAP–seq from comparisons against controls for the same genes. **i**, Distribution of normalized reads of H3K4me3 and H3K27me3 at the *Cyp2e1* and *Icam1* loci across conditions. Scaling of reads was performed per hPTM. NS, not significant; v, versus. Source Data

Next, to identify sources of biological variability (factors) in our datasets on the basis of all modalities across all conditions we used multi-omics factor analysis (MOFA)^50^. This enables unsupervised integration and clustering of our paired multi-omic (epigenetic) datasets to overcome potential limitations of modality-specific analyses. HC and HHC samples clustered closer to H and HH samples than to controls along Factor 1, indicating that WL did not induce complete normalization of the adipocyte epigenome (Fig. 3d). MOFA inferred Factor 1 as the main source of data variability between the conditions, which was predominantly influenced by active hPTMs (Fig. 3e).

Motivated by our MOFA findings, we investigated promoters marked by H3K4me3 or H3K27me3 to identify differentially marked promoters for these hPTMs (Extended Data Fig. 8d). We examined the dynamics of these modifications between adipocytes from obese and WL mice. More than 1,000 promoters showed differential enrichment of H3K4me3 in H and HC mice (H: 1,475; HC: 1,094), with a majority showing increased H3K4me3 levels (Fig. 3f). Similarly, 859 promoters were differentially marked in HH and HHC mice (Extended Data Fig. 8e). Overall, many promoters remained activated after WL that were less actively marked in controls, and vice versa. In contrast to H3K4me3, overall, more promoters lost than gained H3K27me3 in obese mice, and a substantial number of these promoters remained repressed or did not regain trimethylation at K27 after WL compared with controls (Fig. 3g and Extended Data Fig. 8e).

We next performed a functional analysis of differentially marked promoters. The activity status of many promoters switched, transitioning from active (H3K4me3 and/or H3K27ac) to repressed (H3K27me3), or vice versa, in obese and WL conditions, compared with control samples. Many of these epigenetic changes were also reflected in the translatome (Fig. 3h) and nuclear transcriptome (Fig. 2g,h). 

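The source data to Extended Data Fig. 8e list the genes whose promoters gained or lost H3K4me3 or H3K27me3 in HH and in HHC mice against their controls, and these classes were tested in the translatome of the same groups with edgeR's fry, a two-sided gene set test. Of 658 tested genes whose promoters gained H3K4me3 in HH, 91.5% had a higher value in HH than in CC_l, with a median log2 fold change of 1.88 (adjusted p = 0.0156, fry with Benjamini-Hochberg adjustment over the 8 classes). The 157 genes that had lost H3K4me3 in HH had a median of -1.06 (adjusted p = 0.0156). The direction of the H3K27me3 classes was opposite, with a median of -0.38 for the 177 genes that gained this mark in HH (adjusted p = 0.252) and 0.59 for the 258 that lost it (adjusted p = 0.145). After WL, the 900 genes with gained H3K4me3 in HHC had a median of 0.60 (adjusted p = 0.767) and the 522 with lost H3K4me3 a median of -0.45 (adjusted p = 0.0993). The 401 genes with gained H3K27me3 in HHC had a median of -0.38 and 30.9% of them were higher than in CCC (adjusted p = 0.00517), and the 277 with lost H3K27me3 had a median of 0.02 (adjusted p = 0.878). The median of the last class was 0.12 with genes at the detection limit set to their bounds. The competitive test camera, which ranks the genes of a class against all others under a preset correlation, gave an adjusted p of 3.16e-05 for gained and 1.58e-05 for lost H3K4me3 in HHC and 7.73e-07 for lost H3K27me3 in HH. The calls for gained and lost H3K4me3 in HH and for gained H3K27me3 in HHC held under both fry and camera. Where H3K4me3 was gained in both HH and HHC (393 tested genes), the median fell from 2.05 in HH to 0.61 in HHC. For the 106 genes with loss in both, it was -1.27 in HH and -0.82 in HHC. Genes that gained H3K27me3 in both (37 tested) had medians of 0.10 in HH and -0.41 in HHC, and those that lost it in both (81 tested) 1.23 and 0.37.

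**Figure D2:**
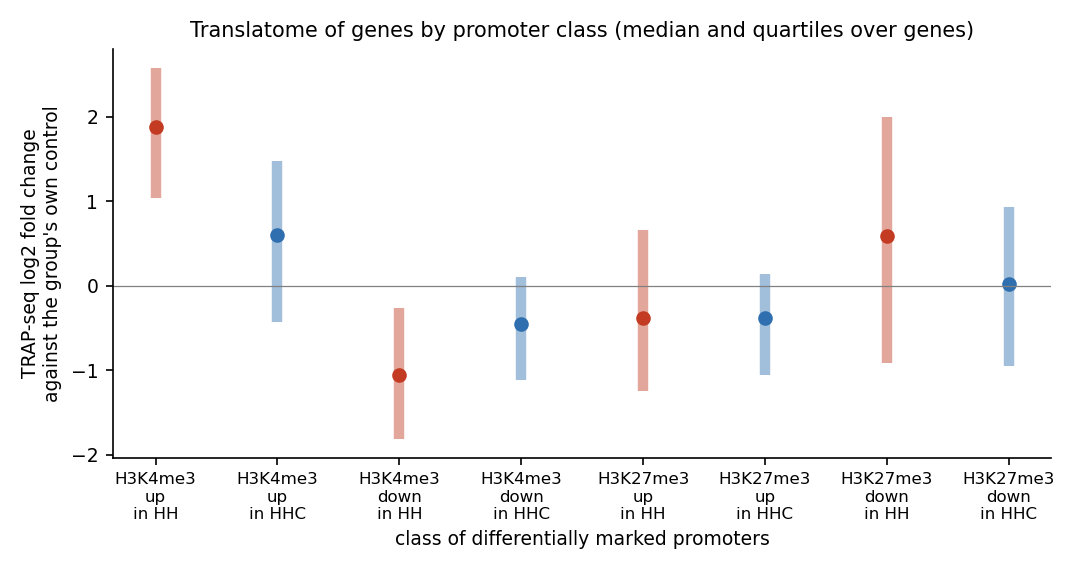
Median (points) and quartiles (bars) over genes of the log2 fold change in TRAP–seq for each class of differentially marked promoters, HH against CC_l in red and HHC against CCC in blue. The medians for gained H3K4me3 are 1.88 in HH and 0.60 in HHC, and for lost H3K4me3 -1.06 and -0.45.

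The 12 genes of Fig. 3h with higher promoter activity had a median log2 fold change of 1.68 in H and 2.60 in HH, each higher in 12 of 12 genes (fry, adjusted p = 0.0260 and 0.0143 over 68 pairs of lists and contrasts). After WL the median was 1.45 in HC (12 of 12 genes, adjusted p = 0.0577) and 1.07 in HHC (11 of 12 genes, adjusted p = 0.412). The 20 genes with lower promoter activity had a median of -1.14 in H (16 of 20 lower, adjusted p = 0.0716) and -0.95 in HH (16 of 20 lower, adjusted p = 0.167). In HC this median was -0.66 (17 of 20 lower, adjusted p = 0.130) and in HHC -0.26 (14 of 20 lower, adjusted p = 0.456). Adjusted over the list alone, 8 of the 12 and 10 of the 20 genes had an adjusted p under 0.05 in H, against 4 and 3 adjusted over all genes. Because Fig. 3h shows these genes in the same libraries, neither the count over the list alone nor the fry tests and the shares of genes with a given sign are independent evidence.

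Of the genes with lower promoter activity, Gpam, an acyltransferase of triglyceride synthesis, lies on chromosome 19 of mm10 from 55067268 to 55127238. Its level was 7.84 ± 2.56 CPM (SD, n = 3) in H against 19.8 ± 14.7 in C, and 12.6 ± 8.24 in HC against 24.7 ± 7.49 in CC_s (n = 3 each). The log2 fold change of Gpam was -1.34 (standard error 0.59) in H, or -0.54 without C replicate 3, and -0.98 (0.58) in HC, or -0.52 without HC replicate 3. In the long arm it was -0.32 (0.71) in HH, with the sign changing to 0.14 without HH replicate 2, and -1.53 (0.72) in HHC. Cyp2e1, a cytochrome P450, lies on chromosome 7 from 140763739 to 140774987. Cyp2e1 was at 316 ± 156 CPM in H and 1556 ± 363 in C (SD, n = 3), a log2 fold change of -2.30 (standard error 0.74, adjusted p = 0.116 from edgeR's quasi-likelihood test). Its log2 fold change was -1.26 (0.72) in HC, -2.08 (0.90) in HH and -1.85 (0.89) in HHC, and it was -0.77 in HC without CC_s replicate 2 and -1.13 in HHC without HHC replicate 1. Acacb, which is outside these lists, an acetyl-CoA carboxylase on chromosome 5 from 114146535 to 114250761, fell from 192 ± 100 CPM in C to 36.4 ± 14.0 in H (SD, n = 3), a log2 fold change of -2.40 (standard error 0.55, adjusted p = 0.0316 from the same test). In HC it was -0.89 (standard error 0.53, adjusted p = 0.624), in HH -1.88 (0.66) and in HHC -1.33 (0.65), with -0.44 in HC without CC_s replicate 2 and -0.59 in HHC without CCC replicate 2.

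Among the genes with higher promoter activity, Icam1 lies on chromosome 9 from 21015985 to 21028817 and overlaps Gm47079 on the opposite strand, so its counts are uncertain to that extent. The log2 fold change of Icam1 was 1.09 (standard error 0.65) in H, 1.49 (0.66) in HC and 2.39 (0.83) in HH. It was 0.60 in H without H replicate 2 and 0.85 in HC without HC replicate 3. In HHC it was 1.00 (0.80), and it was -0.95 without HHC replicate 1. Lyz2, a lysozyme of macrophages on chromosome 10 from 117277331 to 117282321, shares 15.4% of its 50-base words with its paralog Lyz1, between which the counting could have split reads. Lyz2 rose from 107 ± 32.0 CPM in C to 892 ± 809 in H (SD, n = 3), a log2 fold change of 3.06 (standard error 0.60, adjusted p = 0.0145 from edgeR's quasi-likelihood test), or 2.02 without H replicate 2. It was higher by 2.25 in HC (0.58, adjusted p = 0.536), by 3.88 in HH (0.76, adjusted p = 0.0247) and by 0.19 in HHC (0.68). Tyrobp, an adaptor of immune receptors on chromosome 7 from 30413760 to 30417585, rose from 7.18 ± 1.72 CPM in C to 90.1 ± 67.6 in H (SD, n = 3), a log2 fold change of 3.65 (standard error 0.57, adjusted p = 0.00492). The Tyrobp values were 2.56 (0.55, adjusted p = 0.344) in HC, 3.95 (0.71, adjusted p = 0.0187) in HH and 0.84 (0.63, adjusted p = 0.664) in HHC. From Fig. 3h for the translatome and Fig. 2g,h for the nuclear transcriptome, the paper states that many of the epigenetic changes were also seen at these levels. The nuclear transcriptome was not analysed here.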

Promoters that remained repressed (high H3K27me3 and low H3K4me3 and/or H3K27ac) were linked to adipocyte function-related genes (for example, *Gpam*, *Cyp2e1* or *Acacb*), whereas promoters that remained active (that is, high H3K4me3 and/or H3K27ac and low H3K27me3) were related to genes involved in extracellular matrix remodelling and inflammatory signalling (for example, *Icam1*, *Lyz2* or *Tyrobp*) (Fig. 3h,i). By GSEA, we confirmed that H3K4me3 persistence in adipocytes from H/HC and HH/HHC mice was associated with chemokine and inflammatory processes (Extended Data Fig. 8f,g). Persistent H3K4me3 loss in H/HC-affected genes included those involved in adipocyte functions (for example, adipogenesis, triacylglyceride synthesis, peroxisome proliferator-activated receptor signalling, leptin and adiponectin signalling) (Extended Data Fig. 8f), whereas adipogenesis-related genes were repressed by H3K27me3 gain and H3K4me3 loss in adipocytes from HHC/HH mice (Extended Data Fig. 8g), suggesting a persistently impaired adipocyte function. Notably, the expression of relevant epigenetic modifiers was not deregulated in HC or HHC adipocytes (Extended Data Fig. 8h).

Enhancers are key drivers of cellular identity and cell fate^51,52^. MOFA (Fig. 3d) indicated that active (H3K27ac) and enhancer (H3K4me1) hPTMs, together with chromatin accessibility (ATAC), were the modalities mostly explaining data variability across all conditions. An analysis of the correlation coefficients of hPTM signatures in each condition against an aggregated control (composed of averaged healthy young controls) revealed large deviations between H3K27ac and H3K4me1 in obese or WL conditions from control mice (Fig. 4a and Extended Data Fig. 9a). We generated adipocyte-specific enhancer annotations for each condition on the basis of our data (Extended Data Fig. 9b–e) and analysed enhancer dynamics in obese and WL mice. Next, we performed differential enrichment analysis of H3K4me1, H3K27ac and ATAC–seq in enhancers. By principal component analysis (PCA), we found that HC and HHC samples clustered closer to H and HH than to controls for H3K4me1, ATAC and H3K27ac (Fig. 4b and Extended Data Fig. 9f–h). H3K4me1 separated H/HH and HC/HHC from controls, indicating that not only active but also poised enhancers could drive persistent epigenetic alterations. We then analysed the dynamic behaviour of enhancers between the obese and WL adipocytes. Several thousand enhancers were differentially marked by H3K4me1 during obesity (H: 4,255, HH: 3,237) and/or after WL (HC: 3,439, HHC: 6,589), and remained altered from H to HC (*n* = 848) and from HH to HHC (*n* = 857) (Fig. 4c).

**Fig. 4:**
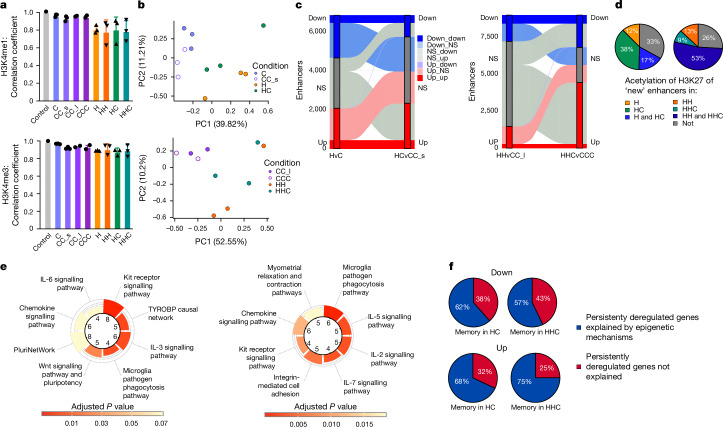
Adipocyte enhancers retain an epigenetic memory. **a**, Correlation coefficient *R* (Pearson) of quantified peaks of H3K4me1 and H3K4me3 against a hypothetical healthy control (*n* = 2–3 each) with s.d. Each dot represents an individual biological replicate. **b**, PCA plots of quantified adipocyte-specific enhancers as marked by H3K4me1. Each dot represents an individual biological replicate. **c**, Dynamics of differentially H3K4me1-marked enhancers (*y* axis) from H to HC (left) and HH to HHC (right). **d**, H3K27ac status of genes linked to newly emerged enhancers marked by H3K4me1 (from **c**) in different conditions identified by the presence of an H3K27ac peak associated to the gene. *n* = 218 left and *n* = 127 right. **e**, Top (significant) pathway terms for genes linked to newly emerged acetylated enhancers for H and HC (left) and HH and HHC (right) on the basis of WikiPathways database (Fisher’s exact test, adjusted *P* < 0.05 by the Benjamini–Hochberg method for correction). **f**, Proportion of down- and upregulated memory DEGs from TRAP–seq that can be explained by one or more epigenetic modality in HC (*n* = 13; *n* = 72) and HHC (*n* = 7; *n* = 36). Source Data

We termed enhancers that gained (and maintained) H3K4me1 in obesity and WL ‘new enhancers’. Most of these ‘new enhancers’ were also active (that is, marked by H3K27ac) during obesity and/or WL (Fig. 4d). We then annotated the enhancers to their closest gene and performed a GSEA. In agreement with the promoter GSEA above, we found that the ‘new active enhancers’ were related to inflammatory signalling, lysosome activity and extracellular matrix remodelling (Fig. 4e and Extended Data Fig. 9i), indicating a persistent shift of adipocytes towards a more inflammatory and less adipogenic identity. Corroborating these results, Roh et al. had analysed H3K27ac in adipocytes of obese mice and reported impaired identity maintenance during obesity^25^.

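Retained translational changes were counted as genes that were DEGs in the same direction in obesity and after WL, each group against its own control. In HC, 107 genes were upregulated in both H and HC, which is 14.0% of the 766 genes upregulated in H and compares with 12.0 expected if the lists were unrelated (odds ratio 14.4, Fisher's exact test, two-sided, p = 7.59e-72). Another 17 genes were downregulated in both, against 1.08 expected (odds ratio 29.0, Fisher's exact test, p = 5.97e-17). H and HC share no mice or controls, but the test treats genes as independent. Macrophage markers were part of the upregulated list, among them Cd68, Adgre1, Csf1r, C1qb, Lyz2, Tyrobp and Ctss. Of 12 such markers, 8 were upregulated DEGs in HC. RNA of macrophages in the pulldown is a candidate explanation for part of the list, since adipocyte expression was not measured apart from it. When the 6 mice of HC and CC_s were regrouped as CC_s replicate 1, HC replicate 2 and HC replicate 3 against the rest, 116 genes were upregulated in both, more than with the real groups. The groups did not overlap in either comparison for 99 of the 107 and for 17 of the 17 genes, and 105 of the upregulated genes were protein coding. In HHC, 15 genes were upregulated in both HH and HHC, against 4.72 expected (odds ratio 3.62, Fisher's exact test, two-sided, p = 6.66e-05), and 12 were downregulated in both, against 10.8 expected (odds ratio 1.12, p = 0.639). A further 41 genes upregulated in HH were downregulated in HHC, more than the 15 retained, and 1 gene changed the other way. Median log2 fold changes of the genes retained upwards were 2.68 in H and 2.24 in HC, and 2.62 in HH and 2.46 in HHC. For the genes retained downwards they were -1.85 in H and -1.78 in HC, and -2.19 in HH and -2.43 in HHC. Without the filter on low counts, the list of upregulated genes in HC grew to 295, of which 101 were among the 107. The list of HHC depended on the setting, since with only the compared groups in the fit it held 14 genes, of which 5 were among the 15, and with a covariate of nuclear-retained RNA, chosen after the data had been seen, it grew to 156, of which 12 were among the 15. Without CC_s replicate 3, 49 genes were upregulated in both H and HC, and 48 of these were among the 107. None of the retained genes had an adjusted p under 0.05 after WL in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

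Among the genes retained upwards in HC, those with the largest change after WL whose groups did not overlap were Rgs1, Dhrs9 and Mmp12. Rgs1, a regulator of G-protein signalling on chromosome 1 of mm10 from 144242296 to 144249242, was at 15.9 ± 17.6 CPM in HC and 0.224 ± 0.259 in CC_s (SD, n = 3), a log2 fold change of 6.13 (standard error 1.26) after 4.77 (1.16) in H. The spread of Rgs1 in HC came from HC replicate 3 at 36.2 CPM, without which the log2 fold change was 4.67. Dhrs9, a dehydrogenase on chromosome 2 from 69380445 to 69404533, was at the detection limit in every CC_s mouse. Against the limit of 3 counts in CC_s, it was 16.9-fold higher in HC, or 5.82-fold without HC replicate 3. Its log2 fold change in H was 3.66 (1.26), and it stayed a DEG of H in 1 of the 6 fits with a mouse left out. Mmp12, a macrophage metalloelastase on chromosome 9 from 7344381 to 7369499 that overlaps Mmp1b on the opposite strand, was at 220.6 ± 285 CPM in HC and 5.46 ± 4.41 in CC_s (SD, n = 3). HC replicate 3 was at 549.9 CPM. The log2 fold change of Mmp12 was 5.34 (1.35) in HC, or 3.36 without that mouse, and 4.13 (1.27) in H. Retained downwards in HC with the largest changes were Bhlhe40, Cyp2f2 and 2810459M11Rik. Bhlhe40, a transcription factor on chromosome 6 from 108660629 to 108666925 with 0610040F04Rik on the opposite strand, was at 28.1 ± 4.50 CPM in HC and 210.2 ± 97.1 in CC_s (SD, n = 3), a log2 fold change of -2.90 (0.58) after -2.47 (0.57) in H. Cyp2f2, a cytochrome P450 on chromosome 7 from 27119909 to 27133660 with Gm15883 on the opposite strand, was at 1.77 ± 1.10 CPM in HC and 11.3 ± 6.37 in CC_s (SD, n = 3), with log2 fold changes of -2.67 (0.85) in HC and -4.15 (0.91) in H. For 2810459M11Rik, on chromosome 1 from 86045863 to 86055456, the levels were 1.57 ± 0.802 CPM in HC and 7.76 ± 2.49 in CC_s (SD, n = 3), and the log2 fold changes -2.30 (0.69) and -2.66 (0.70). Of the 6 fits with a mouse left out, Cyp2f2 and 2810459M11Rik each stayed a DEG of HC in only 3, and Mmp12 stayed a DEG of H in 3, while Rgs1 and Bhlhe40 stayed DEGs in 6 of 6 for both H and HC.

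**Figure D3:**
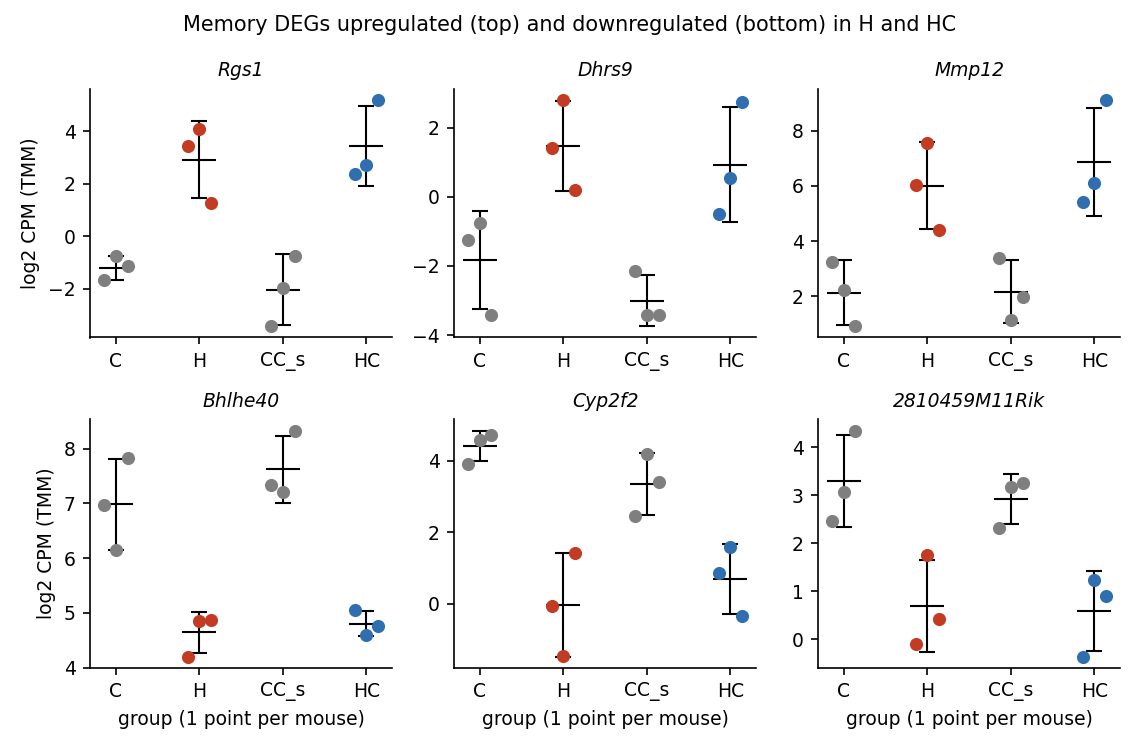
TMM-normalized log2 CPM of 6 named retained genes in each mouse of the short arm (points, with group mean and SD), upregulated genes in the upper panels and downregulated genes in the lower panels. For Rgs1 the highest HC mouse is at 5.18 and the highest CC_s mouse at -0.74.

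In the long arm the genes chosen in the same way were Gpr50, Gm13111 and Ubd among those retained upwards. Gpr50 is a G-protein-coupled receptor gene on chromosome X from 71663667 to 71669257. It had no count in either CCC mouse and at most 2 counts in a CC_l mouse. Against the limit of 3 counts in these controls, it was 85.5-fold higher in HH. In HHC it was 9.33-fold higher, or 4.87-fold without HHC replicate 2. Gm13111, an antisense transcript on chromosome 4 from 154637576 to 154644724, was 12.0-fold higher in HH and 28.5-fold higher in HHC. These values are again against the limit of 3 counts in the controls. The folds fell to 1.90-fold without HH replicate 2 and to 10.7-fold without HHC replicate 2. Ubd, a ubiquitin-like gene on chromosome 17 from 37193892 to 37196095, was at 405 ± 514 CPM in HHC and 22.3 ± 25.1 in CCC (SD, n = 2). The log2 fold change of Ubd was 4.19 (1.16) in HHC, and 0.91 without HHC replicate 1, after 6.04 (1.27) in HH. Retained downwards were Gm10419, 2010016I18Rik and BC035947, each of which overlaps a gene on the opposite strand (Gm42517, Dennd2d and Mogat1). Gm10419, a lincRNA on chromosome 5 from 108367769 to 108378239, was at 0.575 ± 0.101 CPM in HHC and 6.67 ± 1.05 in CCC (SD, n = 2), with log2 fold changes of -3.52 (0.83) in HHC and -2.87 (0.80) in HH, or -1.85 in HH without CC_l replicate 1. For 2010016I18Rik, on chromosome 3 from 106481982 to 106485913, the log2 fold change was -3.04 (0.94) in HHC and -3.99 (1.00) in HH, and it was -0.84 in HHC without CCC replicate 2. BC035947, on chromosome 1 from 78497026 to 78512158, was at 1.78 ± 0.380 CPM in HHC and 14.5 ± 11.3 in CCC (SD, n = 2), a log2 fold change of -3.02 (0.80), or -1.88 without CCC replicate 2, after -2.33 (0.77) in HH. With 2 mice in a group, no exact test of a single gene can give a p under 0.333.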

To combine our findings regarding retained translational changes and epigenetic memory, we investigated whether epigenetic mechanisms, such as differentially marked promoters or enhancers, could explain the persistent translational obesity-associated changes after WL. Notably, 57–62% of downregulated and 68–75% of upregulated persistent translational DEGs after WL could be accounted for by one or more of the analysed epigenetic modalities (Fig. 4f). 

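Of the modalities in Fig. 4f, the differentially marked promoters of HHC in the source data to Extended Data Fig. 8e were set against the retained DEGs, and the other modalities were not analysed here. An upregulated gene was counted as marked when its promoter gained H3K4me3 or lost H3K27me3 in HHC, and a downregulated gene when its promoter lost H3K4me3 or gained H3K27me3. Of the 15 genes upregulated in both HH and HHC, 4 (26.7%) were marked, against 5.08% of the 21464 tested genes (odds ratio 6.82, Fisher's exact test, two-sided, p = 0.00576). These were AI662270, AW112010, Cd300ld and Rac2, and AI662270 overlaps Gm11427 on the same strand, so that reads on it are uncertain. Of the 12 genes downregulated in both, 3 (25%) were marked, against 3.96% of the tested genes (odds ratio 8.10, Fisher's exact test, two-sided, p = 0.0104). With DESeq2 in place of edgeR, 15 of 47 upregulated (31.9%) and 6 of 28 downregulated genes (21.4%) were marked.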

Overall, these results strongly suggest the presence of stable cellular, epigenetic and transcriptional memory in mouse adipocytes that persists after WL.

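Over all obesity DEGs, 79.8% of the 1392 DEGs of H changed in the same direction in HC as in H (95% Wilson confidence interval 77.6% to 81.8%). The interval counts genes, which are not independent replicates. This share was 92.2% among the 766 upregulated DEGs and 64.7% among the 626 downregulated DEGs. The lower share of the downregulated DEGs depended on the setting. It was 28.5% without the filter on low counts, 41.2% without C replicate 3 and 49.7% with DESeq2, whereas 1 surrogate variable reversed the order, with 74.2% for the upregulated and 80.4% for the downregulated DEGs. Over the 20072 other genes it was 52.5%, and 64.1% of all tested genes were higher in HC than in CC_s, so that a common shift towards higher values favours the upregulated DEGs. The median ratio of the log2 fold change in HC to that in H was 0.264, and the median log2 fold change in HC was 0.76 for the genes upregulated and -0.26 for the genes downregulated in H. Without the filter on low counts the share was 57.2%, the lowest of the alternatives that kept all mice, and without C replicate 3 it was 58.4%. In the long arm, 43.8% of the 1458 DEGs of HH kept their direction in HHC (95% Wilson confidence interval 41.3% to 46.4%), close to the 45.4% of the 20006 other genes. The share was 39.8% for the 1055 upregulated and 54.3% for the 403 downregulated DEGs, and the median ratio was -0.0581. This order was reversed under some settings. The shares of the upregulated and downregulated DEGs were 47.9% and 45.4% with DESeq2 and 46.5% and 44.0% under RLE normalization. They were 48.3% and 31.3% with only the compared groups in the fit. Without CCC replicate 2 the share over all DEGs of HH rose to 57.6% and without HHC replicate 1 it fell to 34.9%. From the retained translational changes together with the promoter and enhancer marks, the paper proposes that a cellular, epigenetic and transcriptional memory persists in mouse adipocytes after WL.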

## Metabolic memory primes adipocytes

We then asked whether this persistent memory primed mature adipocytes to respond differently to nutritional stimuli than non-primed controls. We collected mature epiAT and ingAT adipocytes from WL and control mice, cultured them for 48 h and then assessed glucose and palmitate uptake. Adipocytes from WL epiAT showed increased glucose and palmitate uptake compared with controls (Fig. 5a,b). ingAT adipocytes from HHC mice displayed significantly increased glucose uptake compared with controls, and for HC adipocytes we observed a trend towards an increased uptake (Extended Data Fig. 10a). Assessing adipogenesis capacity, we found that the SVF from epiAT of HC and HHC mice accumulated lipids in response to insulin but failed to differentiate, unlike controls (Extended Data Fig. 10b). Adipogenesis was slightly impaired in the SVF from ingAT of WL mice compared with controls (Extended Data Fig. 10c). These findings indicate that persistent cellular memory confers phenotypic consequence ex vivo.

**Fig. 5:**
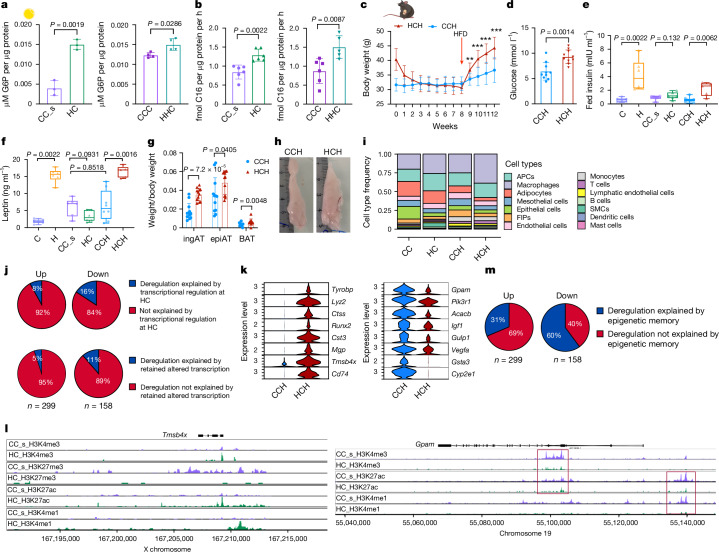
Memory primes adipocytes and mice for an accelerated response to obesogenic stimuli. **a**,**b**, Experiments with isolated, cultured primary epiAT adipocytes. Each dot represents an individual biological replicate of a pool of three mice. **a**, Glucose uptake. **b**, Palmitate uptake. **c**, HC and CC_s mice were put on HFD for 4 weeks. Body weight (*n* = 12 each). **d**–**g**, Experiments with HHC and CCH mice. Each dot indicates an individual biological replicate from two experiments. **d**, Fasting blood glucose (*n* = 10). **e**,**f**, Fed insulin (**e**) and leptin (**f**) (C, H, CC_s, HC: *n* = 6 each; CCH: *n* = 8; HCH: *n* = 5). **g**, Weights of ingAT, epiAT and BAT, normalized to body weight (*n* = 10). **h**, Representative images of epiAT. The ruler is in cm. **i**, Relative cell type abundance. **j**, Proportion of up- and downregulated DEGs in HCH adipocytes that can be explained by DEG status at HC time point or transcriptional memory. **k**, Normalized expression of selected DEGs in HCH adipocytes that were recovered in HC but were still differentially marked by one or more epigenetic modalities (Wilcoxon rank-sum test, adjusted *P* < 0.05 by the Bonferroni correction method; FC > ±0.5). **l**, Distribution of normalized reads of H3K4me3, H3K27me3, H3K27ac and H3K4me1 of HC and CC_s adipocytes at loci of *Tmsbx4* and *Gpam*. Scaling of reads was performed per hPTM. **m**, Proportion of up- and downregulated DEGs in HCH adipocytes that can be explained by an epigenetic memory. Significance was calculated between age-matched controls and experimental groups. Significance for **a**, **b**, **d**, **e**, **f** and **g** was calculated using two-tailed Mann–Whitney tests. Significance for **c** was calculated using unpaired, multiple *t*-tests with Benjamini, Krieger and Yekutieli post-hoc test for multiple comparisons. **FDR < 0.01, ***FDR < 0.001. Error bars represent s.d. Boxplots represent minimum, maximum and median. Source Data

Next, we investigated the response of WL and control mice to 4 weeks of HFD feeding. HC mice gained weight faster than CC_s mice (called HCH and CCH, respectively, here) (Fig. 5c). Fasting blood glucose levels and postprandial insulin levels were elevated in HCH mice (Fig. 5d,e), but neither glucose tolerance nor insulin sensitivity was impaired when compared with CCH mice (Extended Data Fig. 10d–g). Leptin levels in HCH mice returned to H mice levels, whereas CCH mice did not show a significant increase (Fig. 5f). Adipocytes in epiAT from HCH mice were larger on average, resembling the adipocyte size distribution of H mice, whereas epiAT adipocytes from CCH mice were similar to those in CC_s mice (Extended Data Fig. 10h). HCH mice exhibited larger ingAT, BAT and epiAT depots compared with CCH mice (Fig. 5g,h) and showed increased triglyceride accumulation and hepatic steatosis (Extended Data Fig. 10i–k).

We performed snRNA-seq of epiAT from HCH and CCH mice and observed higher macrophage infiltration in both HCH and CCH epiAT compared with the WL time point, with a greater infiltration in HCH epiAT (Fig. 5i and Extended Data Fig. 10l). The proportion of LAMs was greater in HCH epiAT, similar to that of H and HC mice, whereas CCH epiAT showed a greater proportion of LAMs compared with CC epiAT, indicating LAM infiltration occurred early during HFD feeding (Extended Data Fig. 10m).

We assessed whether HCH and CCH adipocytes exhibited transcriptional differences. Neither the previous transcriptional status nor the transcriptional memory at the HC time point explained the transcriptional deregulation observed in adipocytes from HCH mice (Fig. 5j). Further analysis revealed that several DEGs in the HCH group were altered during obesity but recovered after WL in HC mice. Interestingly, these overlapped with promoters and enhancers carrying epigenetic memory (Figs. 3h and 5k,l). A more detailed analysis showed that epigenetic signatures could explain the 3–6 times more DEGs in the HCH group than the transcriptional memory or previous transcriptional status during HC (Fig. 5m). Specifically, the four hPTMs and ATAC–seq could predict or explain 31% of upregulated DEGs, which were related to inflammation, and 60% of downregulated DEGs, many of which were related to adipocyte function and identity, in the HCH group (Extended Data Fig. 10n,o).

Together, these findings suggest that a persistent epigenetic memory, including local changes of hPTM deposition, contributes to the altered transcriptional response in adipocytes in the ‘yo-yo’ model of dieting and primes adipocytes for pathological responses to further HFD feeding, thus contributing to the pathophysiology of rebound obesity in mice. It is possible that other epigenetic modifications, such as other hPTMs, DNA methylation or non-coding RNAs, also contribute to the observed phenomena.

Although we performed well-controlled dietary intervention experiments in mice, the human AT samples were obtained from different BaS studies and AT depots, and reflect an overall heterogenous group of participants. Indeed, BaS is a successful but invasive method for achieving long-term WL^53^, yet sleeve gastrectomy and Roux-en-Y gastric bypass (RYGB) also affect the gut microbiome, micronutrient absorption, bile acid metabolism and incretin signalling^54–57^. Nonetheless, we consistently observed retained transcriptional differences after significant WL in AT cells after sleeve gastrectomy (MTSS and LTSS studies), which induced significant WL, as well as after RYGB (NEFA study), which resulted in a complete return to a non-obese or lean state. The aforementioned alterations and the degree of WL achieved between individuals and studies are confounders that limit the direct comparability of our mouse and human data. The rapid WL achieved by BaS may even reduce or modify putative cellular memory in the human AT. Owing to the current lack of methods to isolate pure adipocyte nuclei from frozen human tissue, we could not perform the corresponding epigenetic analyses in human samples. Nonetheless, it stands to reason that obesity-induced transcriptional (and cellular) changes in humans are also mediated through epigenetic mechanisms that can persist after WL in the AT and contribute to human (patho)physiology.

Although our results do not provide final proof of a causal relationship between AT memory and the systemic yo-yo effect of accelerated weight gain, Hata et al. have shown that transplantation of WL epiAT into control mice enhances macular degeneration by impacting immune cells and angiogenesis and that epiAT macrophages retain an altered chromatin accessibility after WL^28^. Our epigenetic analysis of adipocytes of the same tissue could serve as an explanation of how these alterations in chromatin accessibility can be retained. Further investigations are required to determine whether—in addition to adipocytes and macrophages^28^—other post-mitotic or cycling cells, such as myofibers, neurons or APCs, also establish an epigenetic memory of obesity and contribute to the observed systemic weight regain effect.

Although our results are on the basis of BaS studies, the susceptibility to weight regain in human subjects undergoing WL using strict dietary regimens might be related to a transcriptional and/or epigenetic memory as well. At present, the use of incretin receptor agonists such as semaglutide or tirzepatide^6,58,59^ has emerged as a promising non-invasive strategy for significant WL. However, the extent to which these agonists induce long-lasting WL and physiological changes in humans beyond withdrawal remains poorly studied. Studies on semaglutide and on tirzepatide have shown that substantial weight regain occurs after their withdrawal^6,59^, indicating that at least these treatments do not induce stable, persistent changes. Whether this is also the case for other agonists remains to be investigated. Further studies are needed to elucidate whether these treatments could erase or diminish an obesogenic memory better than other non-surgery-based WL strategies.

The presence of a putative obesogenic epigenetic memory in adipocytes and potentially other cells suggests new potential therapeutic avenues to improve WL maintenance in humans. Although our experiments focused on obesity, it is plausible that epigenetic memory could also play a role in many other contexts, including addictive diseases. Recent advancements in targeted epigenetic editing^60^ and global remodelling of the epigenome^61,62^ provide promising new approaches.

## Methods

### Data reporting

No statistical methods were used to predetermine sample size. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment.

### Clinical sample acquisition

Human AT biopsies were obtained from three independent studies: MTSS, LTSS and NEFA.

#### MTSS

The MTSS samples comprised samples from omental visceral AT biopsies obtained in the context of a two-step BaS treatment, which included a sleeve gastrectomy as the first step (T0) and laparoscopic RYGB as the second step (T1)^16^. Individuals with syndromal, monogenic, early-onset obesity or individuals with other known concurrent diseases, including acute infections or malignant diseases, were not included in the study. Individuals were not required to adhere to any specific diet before or after surgery but received individual dietary recommendations during regular visits in the obesity management centre. Insulin resistance was determined using a hyperinsulinaemic–euglycaemic clamp technique or the homeostatic model assessment for insulin resistance (HOMA-IR). Only biopsies from individuals that (1) lost 25% or more of BMI between T0 and T1 (Extended Data Table 1), (2) had undergone surgery at the Municipal Hospital Karlsruhe or Municipal Hospital Dresden-Neustadt, (3) were not diagnosed with diabetes, and (4) did not receive any glucose-lowering medication were used for snRNA-seq in this study. AT samples were collected during elective laparoscopic abdominal surgery as previously described^63^, snap-frozen in liquid nitrogen and stored at −80 °C. Body composition and metabolic parameters were measured as previously described^64^. Samples of healthy individuals who were not obese were collected during routine elective surgeries such as herniotomies, explorative laparoscopies and cholecystectomies at the same hospitals. The study was approved by the Ethics Committee of the University of Leipzig under approval number 159-12–21052012 and was performed in agreement with the Declaration of Helsinki.

#### LTSS

The human study samples comprised samples from omental visceral and subcutaneous abdominal AT, collected in the context of a two-step BaS treatment. Following an initial sleeve gastrectomy (T0), a laparoscopic RYGB was made in the second step (T1)^16^. Individuals with syndromal, early-onset obesity or individuals with other known concurrent diseases, including acute infections or malignant diseases, were not included in the study. Individuals did not adhere to any specific diet before or after surgery but received individual healthy diet recommendations during regular visits in the obesity management centre. Insulin resistance was determined using HOMA-IR. Only individuals that (1) lost 25% or more of BMI between T0 and T1 (Extended Data Table 1), (2) had undergone surgery at the Leipzig University Hospital, (3) were not diagnosed with diabetes and (4) did not receive any glucose-lowering medication were included. AT samples were collected during elective laparoscopic abdominal surgery as previously described^63^, snap-frozen in liquid nitrogen and stored at −80 °C. Body composition and metabolic parameters were measured as previously described^64^. Samples from healthy donors that were not obese were collected during routine elective surgeries (herniotomies, explorative laparoscopies, cholecystectomies) at the same hospital. The study was approved by the Ethics Committee of the University of Leipzig under approval number 159-12–21052012 and performed in agreement with the Declaration of Helsinki.

#### NEFA study

The NEFA study (NCT01727245) comprises samples from subcutaneous abdominal AT from individuals before and after RYGB surgery, as well as healthy controls who had never been obese^8,65^. For this, biopsies were obtained under local anaesthesia before (T0) and 2 yr post-surgery (T1). Only samples from individuals that (1) lost more than 25% BMI between T0 and T1, (2) were not diagnosed with diabetes at T0 and T1 and (3) did not take glucose-lowering medication were included in the present study (Extended Data Table 1). Samples from control subjects were obtained from individuals that were BMI- and age-matched to RYGB patients at T1 as reported previously^8^. AT samples were handled as reported before^65^, snap-frozen in liquid nitrogen and stored at −80 °C. The study was conducted in accordance with the Declaration of Helsinki and approved by the Ethics Committee of the Karolinska Institute, Stockholm (approval number 2011/1002-31/1).

### Mice

All mice were kept on a 12-h/12-h light/dark cycle at 20–60% (23 °C) humidity in individually ventilated cages, in groups of between two and five mice, in a pathogen-free animal facility in the SLA building at ETH Zurich. The health of mice was monitored closely, and any mouse exhibiting persistent clinical signs of ill health or distress was excluded from this study. The 16- and 29-week-old male C57BL/6J diet-induced obesity mice (catalogue no. 380050) and diet-induced obesity control mice (catalogue no. 380056) were obtained from The Jackson Laboratory and were kept on the respective diets for another 2 weeks until tissue harvest or diet switch. Different mice were used for insulin tolerance tests and glucose tolerance tests. AdipoERCre^66^ and NuTRAP^67^ mice were maintained on a C57BL/N background. Homozygous NuTRAP and AdipoERCre mice were bred to generate AdipoERCre x NuTRAP mice. AdipoERCre x NuTRAP mice were kept on HFD or chow diet for 12 or 25 weeks before tissue harvest or diet switch. The HFD used contained 60% (kcal%) fat (diet no. 2127, Provimi Kliba); the low-fat chow diet used contained 10% (kcal%) fat (diet no. 2125, Provimi Kliba). During the WL period both experimental groups received chow diet (diet no. 3437, Provimi Kliba). All animal experiments were approved by the Cantonal Veterinary Office, Zurich.

#### Tamoxifen application

The 4–5-week-old AdipoERCre x NuTRAP mice were gavaged two times with 1 mg of tamoxifen dissolved in corn oil. Tamoxifen was washed out for 2 weeks before starting HFD.

### Physiological measurements

#### Glucose tolerance test

Mice were fasted for 6 h during dark phase before administration of 1 g of glucose per kg body weight by intraperitoneal injection. Blood was collected from the tail vein at 0, 15, 30, 60, 90 and 120 min and blood glucose concentrations were measured using an Accu-Check Aviva glucometer.

#### Insulin tolerance test

Mice were fasted for 6 h during dark phase before administration of 1 U per kg body weight of human insulin (insulin Actrapid HM, Novo Nordisk) by intraperitoneal injection. Blood was collected from the tail vein at 0, 15, 30, 60, 90 and 120 min and blood glucose concentrations were measured using a Accu-Check Aviva glucometer.

#### In vivo indirect calorimetry

Measurements were obtained from one 8-cage and one 16-cage Promethion Core Behavioral System that were in the same room. Mice were habituated to the system for 36 h before measurements were started.

#### Live body composition

Mice were fasted for 6 h during dark phase. Live mouse body composition was measured with a magnetic resonance imaging technique (EchoMRI 130, Echo Medical Systems). Fat and lean mass were analysed using EchoMRI 14 software.

#### Fasting insulin

EDTA plasma was isolated from fasted blood samples (fasting 6 h). Insulin was measured with Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem, catalogue no. 90080).

#### Postprandial insulin

EDTA plasma (50 µl) was thawed on ice and used in a custom U-PLEX assay (Meso Scale Discovery) according to the manufacturer’s instructions. A Mesoscale SI 2400 was used to read the plate.

#### Postprandial leptin

EDTA plasma (50 µl) was thawed on ice and used in a custom U-PLEX assay (Meso Scale Discovery) according to the manufacturer’s instructions. A Mesoscale SI 2400 was used to read the plate.

#### Liver triglycerides

First, 50 mg of frozen liver was homogenized in 1 ml of isopropanol, lysed for 1 h at 4 °C and centrifuged for 10 min at 2,000*g* at 4 °C. The supernatant was transferred into a new tube and stored at −80 °C until use. Triglyceride levels were measured by mixing 200 µl of reagent R (Monlab, catalogue no. SR-41031) and 5 µl of sample or Cfas calibrator dilutions (Roche, catalogue no. 10759350; lot no. 41009301), then incubating for 10 min while shaking at room temperature and measuring optical density at 505 nm (OD_505_) with a plate reader (BioTek Gen5 Microplate Reader).

### Cell culture experiments

#### AT digestion

AT was minced and digested at 37 °C while shaking in collagenase buffer (25 mM NaHCO_3_, 12 mM KH_2_PO_4_, 1.3 mM MgSO_4_, 4.8 mM KCl, 120 mM NaCl, 1.2 mM CaCl_2_, 5 mM glucose, 2.5% BSA; pH 7.4) using 2 mg of collagenase type II (Sigma-Aldrich, catalogue no. C6885-1G) per 0.25 g of tissue. After 30 min tissues were resuspended, and for ingAT digestion continued for 15 min whereas epiAT was processed immediately. An equal volume of growth medium (DMEM (Gibco, catalogue no. 31966021), 10% FBS (Gibco, catalogue no. 10500-064, Lot no. 2378399H), 1% penicillin-streptomycin (Gibco, catalogue no. 15140-122)) was added and digested tissue was centrifuged for 4 min at 300*g*, and the floating fraction was transferred into a new Falcon tube and kept at 37 °C. The SVF was resuspended in 5 ml of erythrocyte lysis buffer (154 mM NH_4_Cl, 10 mM NaHCO_3_, 0.1 mM EDTA, 1% penicillin-streptomycin), incubated at room temperature for 5 min, filtered through a 40 µM mesh filter and centrifuged for 5 min, 300*g*. The SVF was resuspended in growth medium and counted.

#### SVF differentiation

A total of 10,000 cells were plated into one well of a collagen-coated (Sigma-Aldrich, catalogue no. C3867) 96-well plate and kept in culture until they reached confluency, with media change every 48 h. At 2 d post-confluence, medium was changed to induction medium (DMEM, 10% FBS, 1% penicillin-streptomycin, 10 nM insulin (Sigma-Aldrich, catalogue no. I9278), 0.5 mM 3-isobutyl-1-methylxanthin (Sigma-Aldrich, catalogue no. I7018-1G), 1 µM dexamethasone (Sigma-Aldrich, catalogue no. D4902), 1 µM rosiglitazone (Adipogen, catalogue no. AG-CR1-3570-M010)). After 48 h medium was changed to maintenance medium (DMEM, 10% FBS, 1% penicillin-streptomycin, 10 nM insulin). Medium was changed every 48 h for 8 d.

#### AdipoRed assay

The SVF was cultured as described and controls were either kept in growth medium or only maintenance medium without induction. On day 8 after induction, cells were washed twice in PBS, and AdipoRed (Lonza, catalogue no. LZ-PT-7009) reagent was used according to the manufacturer’s instructions and read with a plate reader (BioTek Gen5 Microplate Reader).

#### Primary adipocyte culture

Primary floating adipocytes were cultured under membranes according to Harms et al.^68^. Packed adipocytes (30 µl) were seeded onto one membrane and kept in inverted culture for 48 h in maintenance medium (DMEM-F12 (Gibco, catalogue no. 31330095), 10% FBS, 1% penicillin-streptomycin, 10 nM insulin). After 48 h of maintenance, adipocytes were washed and serum and glucose starved overnight in KREBBS-Ringer buffer (120 mM NaCl, 4.7 mM KCl, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 2.5 mM CaCl_2_, 25 mM HEPES (Lonza, catalogue no. BEBP17-737E), pH 7.4) and 2.5% fat-free BSA (Sigma-Aldrich, catalogue no. A6003).

#### Glucose uptake

Glucose uptake from primary adipocytes was measured using the Glucose Uptake-Glo Assay Kit (Promega, catalogue no. J1341) according to the manufacturer’s instructions. Adipocytes were preincubated with 5 nM insulin for 15 min before 2-deoxy-d-glucose was added at 1 mM final concentration. Protein concentration was measured using a Pierce 660 nm Protein Assay Kit (Thermo Fisher, catalogue no. 22662) and the Ionic Detergent Compatibility Reagent (Thermo Fisher, catalogue no. 22663). Both assays were read with a plate reader (BioTek Gen5 Microplate Reader).

#### C16 uptake

Starved adipocytes were incubated with 5 nM BODIPY-palmitate (Thermo Fisher, catalogue no. D3821) in the presence of 10 nM insulin for 1 h. Subsequently, adipocytes were washed twice and lysed in 200 µl of RIPA buffer. Then, 100 µl of lysate was used to measure BODIPY signal. Diluted lysate was used to measure protein concentration using a DC Protein Assay Kit II (Bio-Rad Laboratories, catalogue no. 5000112) for normalization. Both assays were read with a plate reader (BioTek Gen5 Microplate Reader).

#### Histology

Tissues were collected, fixed in 4% PBS-buffered formalin for 72 h at 4 °C and stored in PBS at 4 °C. Following paraffin embedding, tissues were sent to the pathology service centre at Instituto Murciano de Investigación Biosanitaria Virgen de la Arrixaca for sectioning, trichrome staining, haematoxylin and eosin staining, and imaging. Tissues from two independent experiments were sent for sectioning.

#### Adipocyte size quantification

Images of ingAT and epiAT were taken with 3DHISTECH Slide Viewer 2 and then analysed with Adiposoft^69^ using Fiji ImageJ^70^. Five to ten images were taken of each section belonging to a biological replicate (*n* = 4).

### Sample processing and library preparation

#### Isolation of nuclei from mouse tissue

Nuclei were isolated from snap-frozen epiAT in ice-cold Nuclei Extraction Buffer (Miltenyi, catalogue no. 130-128-024) supplemented with 0.2 U µl^−1^ recombinant RNase Inhibitor (Takara, catalogue no. 2313) and 1× cOmplete EDTA-free Protease Inhibitor (Roche, catalogue no. 5056489001) using the gentleMACS Octo Dissociator (Miltenyi, catalogue no. 130-096-427), using C-tubes (Miltenyi, catalogue no. 130-093-237). Nuclei were subsequently filtered through a 50 µm cell strainer (Sysmex, catalogue no. 04-0042-2317) and washed two times in PBS-BSA (1% w/v) containing 0.2 U µl^−1^ RNase inhibitor. For snRNA-seq, five mice were pooled per condition.

#### Isolation of nuclei from human tissue

Nuclei were isolated from snap-frozen human AT (10–50 mg) in ice-cold Nuclei Extraction Buffer (Miltenyi, catalogue no. 130-128-024) supplemented with 1 U µl^−1^ recombinant RNase Inhibitor (Takara, catalogue no. 2313), 1× cOmplete EDTA-free Protease Inhibitor (Roche, catalogue no. 5056489001) and 10 mM sodium butyrate using the gentleMACS Octo Dissociator (Miltenyi, catalogue no. 130-096-427), using C-tubes (Miltenyi, catalogue no. 130-093-237).

The nuclei suspension was filtered through a 50 µm strainer, supplemented with PBS-BSA (1% w/v) containing 1× protease inhibitor and RNase inhibitor and centrifuged at 4 °C, at 500*g* for 10 min. The nuclei pellet was resuspended in 1 ml of PBS-BSA (1%, w/v) supplemented with RNase inhibitor (0.5 U µl^−1^) and 1× protease inhibitor and was transferred into a new 1.5 ml tube.

#### snRNA-seq of AT

Nuclei were counted using a haemocytometer and Trypan blue, concentration was adjusted to approximately 1,000 nuclei per µl and they were loaded onto a G-chip (10x Genomics, catalogue no. PN-1000127). Single-cell gene expression libraries were prepared using the Chromium Next GEM Single Cell 3′ v3.1 kit (10x Genomics) according to the manufacturer’s instructions. To accommodate for low RNA content, two cycles were added to the complementary DNA amplification PCR. Libraries were pooled equimolecularly and sequenced in PE150 (paired-end 150) mode on a NovaSeq 6000 with about 40,000 reads per nucleus at Novogene or using a NovaSeqX at the Functional Genomics Center, Zurich.

#### Paired TRAP–seq, CUT&Tag and ATAC–seq

Paired TRAP–seq, CUT&Tag and ATAC–seq protocols were developed on the basis of published protocols^67,71–74^.

#### Ribosome and nuclei isolation

Nuclei and ribosomes were isolated from snap-frozen epiAT from AdipoERCre x NuTRAP mice in ice-cold Nuclei Extraction Buffer (Miltenyi, catalogue no. 130-128-024) supplemented with 0.2 U µl^−1^ recombinant RNase Inhibitor (Takara, catalogue no. 2313), 1× cOmplete EDTA-free Protease Inhibitor (Roche, catalogue no. 5056489001) and 10 mM sodium butyrate using the gentleMACS Octo Dissociator (Miltenyi, catalogue no. 130-096-427), using C-tubes (Miltenyi, catalogue no. 130-093-237). The nuclei suspension was filtered through a 50 µm strainer and centrifuged at 4 °C, 500*g* for 5 min. The supernatant was transferred into a new tube and supplemented with 2 mM dithiothreitol, 100 µg ml^−1^ cycloheximide (Sigma-Aldrich, catalogue no. 01810) and 1 mg ml^−1^ sodium heparin (Sigma-Aldrich, catalogue no. H3149-10KU) and kept on ice. The nuclei pellet was resuspended in 1 ml of PBS-BSA (1%, w/v) supplemented with 0.2 U µl^−1^ RNase inhibitor, 1× cOmplete EDTA-free Protease Inhibitor and 10 mM sodium butyrate and transferred into a new 1.5 ml tube. Nuclei were centrifuged and subsequently bound to Dynabeads MyOne Streptavidin C1 beads (Thermo Fisher, catalogue no. 65002) for 30 min at 4 °C followed by three washes with PBS-BSA (1% w/v).

#### TRAP–seq

Per sample, 25 µl of GFP-Trap Magnetic Agarose Beads (ChromoTEK, catalogue no. gtma-20) were washed in 2 ml of polysome lysis buffer (50 mM TRIS-HCl pH 7.5, 100 mM NaCl, 12 mM MgCl_2_, 1% Igepal CA-630 (Sigma-Aldrich, catalogue no. I8896), 1× protease inhibitor). The supernatant was mixed with the beads and incubated at 4 °C on a rotator for 1–2 h. Subsequently, tubes were put on a magnetic stand and the supernatant was removed. The beads were washed three times with polysome lysis buffer supplemented with 2 mM dithiothreitol (Sigma-Aldrich, catalogue no. D0632-10G), 100 µg ml^−1^ cycloheximide (Sigma, catalogue no. D0632-10G) and 1 mg ml^−1^ sodium heparin (VWR, catalogue no. ACRO411210010) and resuspended in 1 ml Trizol (Thermo Fisher, catalogue no. 15596). Trizol preserved samples were kept at −80 °C until RNA isolation. RNA was isolated by adding 200 µl of chloroform (Sigma-Aldrich, catalogue no. 288306) to samples, followed by shaking and centrifugation at 4 °C, 12,000*g* for 15 min. The aqueous phase was transferred into a new tube and RNA was isolated and DNase treated with the RNA Clean and Concentrator-5 kit (Zymo Research, catalogue no. R1016), following the manufacturer’s instructions.

RNA libraries were prepared by performing reverse transcription and template switching using Maxima H Minus reverse transcriptase (Thermo Fisher, catalogue no. EP0753), a template switch oligo and an oligodT primer to generate full-length cDNA. cDNA was amplified using the KAPA Hotstart 2x ReadyMix (Roche Diagnostics, catalogue no. 7958935001). Then, 1–3 ng of cDNA was tagmentated using 1.3 µg of Tn5 and amplified using KAPA HiFi plus dNTPs (Roche Diagnostics, catalogue no. 07958846001) and the following PCR settings: 72 °C 5 min, 98 °C 30 s, 10 cycles of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min, hold at 4 °C. Libraries were quantified using the KAPA library quantification kit (Roche Diagnostics, catalogue no. 079602), and sequenced in PE150 mode on a NovaSeq 6000 at Novogene.

#### CUT&Tag

CUT&Tag was performed as previously described with minor adjustments^74,75^. All buffers were supplemented with 1 x cOmplete EDTA-free Protease Inhibitor and 10 mM sodium butyrate. Briefly, nuclei bound to beads were aliquoted into 96-well LoBind plates (Eppendorf, catalogue no. 0030129547) and incubated with primary antibodies—anti-H3K4me3 (abcam, catalogue no. ab8580), anti-H3K27me3 (Cell Signaling Technology, catalogue no. C36B11), anti-H3K27ac (abcam, catalogue no. ab4729), anti-H3K4me1 (abcam, catalogue no. ab8895)—overnight at 4 °C. With the plate on a magnet, the primary antibody solution was removed, and the beads were resuspended in secondary antibody solution (guinea pig anti-rabbit IgG (antibodies-online, catalogue no. ABIN101961)) and incubated at room temperature. pA-Tn5 was bound to antibodies, and transposition was performed at 37 °C and stopped using TAPS-Wash solution. Nuclei were lysed and pA-Tn5 decrosslinked using SDS-release solution. PCR was performed using KAPA HiFi plus dNTPs (Roche Diagnostics, catalogue no. 07958846001) with the following PCR settings: 72 °C 5 min, 98 °C 30 s, 15 cycles of 98 °C 10 s, 63 °C 30 s, and 72 °C final extension for 1 min, hold at 4 °C.

#### ATAC–seq

Beads with nuclei were resuspended in ATAC–seq solution (10 mM TAPS pH 8.5, 5 mM MgCl_2_, 10% DMF (Sigma-Aldrich, catalogue no. D4551), 0.2 µg µl^−1^ transposase (Tn5)) and incubated at 37 °C for 30 min. Thereafter, 100 µl of DNA binding buffer (Zymo Research, catalogue no. D4003-1) was added and samples were stored at −20 °C. Then, DNA was extracted using Zymo DNA Clean and Concentrator-5 (Zymo Research, catalogue no. D4004). Library amplification was performed using KAPA HiFi plus dNTPs (Roche Diagnostics, catalogue no. 07958846001) and the following PCR settings: 72 °C 5 min, 98 °C 30 s, 10 cycles of 98 °C 10 s, 63 °C 30 s, 72 °C 1 min, hold at 4 °C.

Both ATAC–seq and CUT&Tag libraries were cleaned using SPRI beads, eluted in nuclease-free water and pooled equimolecularly after library quantification using the KAPA library quantification kit (Roche Diagnostics, catalogue no. 079602). Libraries were sequenced in PE150 mode on a NovaSeq 6000 at Novogene.

### Sequencing data processing

#### snRNA-seq data processing and analysis

##### Data integration and differential expression analysis for mouse snRNA-seq

The 10x Genomics Cell Ranger v.6.1.2 pipeline was used for demultiplexing, read alignment to reference genome mm10-2020A (10x Genomics), barcode processing and unique molecular identifier (UMI) counting with Include introns argument set to ‘True’. The R package Seurat v.4.1.0 (ref. ^76^) was used to process, integrate and analyse datasets. scDblFinder^77^ was used to identify and remove doublets. Nuclei with unique feature counts less than 500 or greater than 3,000 and UMI counts greater than 40,000 were discarded during quality control (Extended Data Fig. 11a). Highly expressed genes such as mitochondrial genes, pseudogenes and *Malat1* were excluded from the count matrix before normalization. SoupX^78^ was used to estimate potential ambient RNA contamination in all samples, but no sample required any correction. Samples were normalized using sctransform and integrated using the CCA (canonical correlation analysis) method built into Seurat. Filtered, normalized and integrated nuclei data were clustered by using the Louvain algorithm with a resolution of 0.4 using the first 30 principal components. Cluster markers were identified on the basis of differential gene expression analysis (Wilcoxon rank-sum test with |log_2_FC| > 0.25 and adjusted *P* < 0.05). Clusters were then annotated on the basis of known markers from literature^34,36,37,46,79,80^. Additionally, our manual cluster annotation was confirmed by reference mapping against a reference male mouse epiAT^34^ dataset (Extended Data Fig. 11b,c). Differential expression analysis (Wilcoxon rank-sum test with |log_2_FC| > 0.5 and adjusted *P* < 0.01) per cell type between different conditions was done using the FindMarkers function from Seurat. Differential expression analysis hits were intersected with a list of epigenetic modifier genes (see the Source Data to Extended Data Fig. 8) to investigate their expression dynamics. For visualization of snRNA-seq data we used the R package SCpubr v.1 (ref. ^81^).

##### Data integration and differential expression analysis for human snRNA-seq

The 10x Genomics Cell Ranger v.7.2.0 pipeline was used for demultiplexing, read alignment to reference genome GRCh38-2020-A (10x Genomics), barcode processing and UMI counting, with force cells set to 10,000. The R package Seurat v.4.1.0 (ref. ^76^) was used to process, integrate and analyse datasets. scDblFinder^77^ was used to identify and remove doublets. Nuclei with unique feature counts <300 or >4,000 (LTSS) / 6,000 (NEFA), UMI counts >15,000 (LTSS) / 25,000 (NEFA) and mitochondrial gene counts greater than 5% were discarded during quality control (Extended Data Fig. 12). SoupX^78^ was used to estimate and correct for potential ambient RNA contamination in all samples. Samples were normalized using sctransform and integrated using the CCA method built into Seurat. Filtered, normalized and integrated nuclei data were clustered by using Louvain algorithm using the first 30 principal components. For each study, the cluster resolution was determined using the R package clustree^82^. Cluster markers were identified on the basis of differential gene expression analysis (Wilcoxon rank-sum test with |log_2_FC| > 0.25 and adjusted *P* < 0.01). Clusters were then annotated on the basis of known markers from literature^34–37,83^. Additionally, our manual cluster annotation was confirmed by reference mapping against reference human white AT atlas^34^ (Extended Data Figs. 2 and 3). For each AT depot, adipocytes from two studies were integrated together using the first 20 principal components following the steps as mentioned above. Differential expression analysis (Wilcoxon rank-sum test with |log_2_FC| > 0.5 and adjusted *P* < 0.01) per cell type between different conditions was done using the FindMarkers function from Seurat. Differential expression analysis hits were validated using MAST and likelihood-ratio tests using the FindMarkers function from Seurat. For visualization of snRNA-seq data, we used the R package SCpubr v.1 (ref. ^81^).

##### SNP-based demultiplexing of human snRNA-seq datasets

To perform SNP calling and demultiplexing on the pooled samples, cellsnp-lite^84^ was first used to call SNPs on a cell level using the 1000 Genomes-based reference variant call file for hg38 at a resolution of 7.4 million SNPs. SNPs with less than 20 counts and a minor allele frequency of less than 10% were filtered out, as per the developer recommendations. Finally, the tool vireo^85^ was used to demultiplex the pooled data using the cellsnp-lite-derived genotype information.

For each donor, we analysed tissue composition and removed nuclei belonging to donors in the case in which no nuclei were assigned as adipocytes (one case in NEFA) or more than 50% or nuclei were assigned as B cells (one case in MTSS; lean donor) after correspondence with surgeons.

##### Transcriptional retention

DEGs from obese and WL cells from mouse and human were overlayed, respectively. A DEG was considered restored if it was no longer deregulated in WL cells when compared with controls. If not restored, we considered a DEG part of a transcriptional memory. Clusters identified as similar cell types (for example, three clusters of endothelial cells) were merged for DEG quantification but not differential expression analysis itself. For human snRNA-seq, only cell types for which we obtained at least 30 cells per donor were considered for the retention analysis. T cells were not included in differential expression analysis or transcriptional retention analysis. For integrated human adipocyte differential expression analysis quantification, non-coding transcripts were excluded.

##### TRAP–seq

Quality control of the raw reads was performed using FastQC v.0.11.9. Raw reads were trimmed using TrimGalore v.0.6.6 (https://github.com/FelixKrueger/TrimGalore). Filtered reads were aligned against the reference mouse genome assembly mm10 using HISAT2 v.2.2.1. Raw gene counts were quantified using the featureCounts^86^ program of subread v.2.0.1. Differential expression analysis was performed using the R package EdgeR^87^, with |log_2_FC| ≥ 1 and nominal *P* < 0.01 as cut-offs.

#### CUT&Tag and ATAC–seq data processing and analysis

Quality control of CUT&Tag and ATAC–seq data and generation of bedgraph files was performed as described previously^75^. Peaks were called from CUT&Tag sequencing and ATAC–seq libraries on individual bedgraph files using SEACR^88^ v.1.3 in stringent mode with a peak calling threshold of 0.01. Peaks overlapping with mouse blacklist regions^89^ were filtered out. Called peaks were annotated using the R package ChIPSeeker^90^. Peak fold enrichment against genomic features was calculated using the formula: Σ(base pair (bp) overlap) × genome_size/[Σ(bp hPTM peak) × Σ(bp genomic feature)]. Genomic features tracks were downloaded from ENCODE using the R package annotatr^91^. Visual quality control of bam files was performed with Seqmonk^92^. Called peaks were combined to generate a union peak list and quantified using the R package chromVAR^93^ v.1.16, generating a raw peak count matrix.

##### MOFA

MOFA^50,94^ was run to identify the driving variation source across all conditions using all data modalities. For each modality, the top 3,000 variable features (genes or peaks) between all samples were selected using the R package DESeq2 (ref. ^95^) and used as input to train the MOFA model. The trained MOFA model represented data variability in terms of five latent factors, which were further explored and visualized.

##### Generation of enhancer tracks of adipocytes

Adipocyte chromatin states were identified using ChromHMM v.1.22 (ref. ^96^) in concatenated mode with binned bam files (200-bp bins) from each condition combining all hPTMs and ATAC–seq. After final model selection^75^ with eight chromatin states and emission parameter calculation of hPTMs and ATAC–seq, chromatin state fold enrichment was performed against genomic features and ENCODE candidate *cis*-regulatory elements. Enhancer states were selected on the basis of genomic localization and hPTM enrichment. Subsequently, an enhancer track was generated per condition and merged for differential analysis.

#### Differential analysis of hPTMs and ATAC–seq

##### Promoters

Promoters were defined using the getPromoters function from ChIPSeeker with *TxDb.Mmusculus.UCSC.mm10.knownGene* as input and setting the TSSRegion to c(-2000, 2000). Peaks overlapping with promoters were extracted using the annotatePeak function from ChIPseeker^90^ by selecting peaks annotated as promoters. For differential analysis, our raw peak count matrix was filtered for these promoter regions and counts were aggregated at gene level. Differential analysis of the same hPTM between two conditions was performed using the R package EdgeR^87^ with nominal *P* < 0.01 and |log_2_FC| > 1 as cut-offs.

##### Enhancers

ChromHMM was used to identify regions in the genome that were marked by H3K4me1, H3K27ac and open (ATAC–seq) but not enriched for H3K4me3 and that were not promoters (Extended Data Fig. 9b–e). States 6 and 5 were selected as enhancer regions on the basis of their genomic locations (distal enhancer elements) (Extended Data Fig. 9b–e).

Our raw peak count matrix was filtered for enhancer regions defined by chromHMM, and peaks around the TSS (±2,000 bp) were discarded. Linkage of putative enhancers to genes was done using the R package ChIPSeeker by selecting the closest gene (TSS or gene body) within 20,000 bp distance. Putative enhancers farther away than 20,000 from a TSS or gene body were not linked to any gene and were discarded from downstream GSEA.

For each hPTM, the raw filtered peak matrices were log-normalized using the R package EdgeR and Pearson’s correlation coefficient was computed using the cor function from the R package stats v.3.6.2.

Differential analysis of the same hPTM between two conditions was performed using the R package EdgeR with nominal FDR < 0.05 and |log_2_FC| > 1 as cut-offs.

##### PCA

Raw gene and promoter/enhancer-specific peak count matrices were log-normalized using the R package EdgeR. PCA of the normalized count matrices was performed using the prcomp function of R package stats v.3.6.2.

##### GSEA

GSEA was performed using the R package enrichR^97–99^. For generation of heatmaps summarizing GSEA across cell types, significantly enriched terms were selected using the adjusted *P* value (<0.01) and the combined.score (enrichment score) was scaled and visualized.

### Visualization

R v.4.2, GraphPad Prism v.9.5.1 and Seqmonk v.1.48.1 were used to generate plots and Affinity Designer and Publisher were used to adjust plots for clarity (for example, colour schemes).

### Statistical analysis of physiological parameters from mice

GraphPad Prism v.9.5.1 was used to analyse physiological data from mice. Each dataset of physiological parameters was tested for normality using the Shapiro–Wilk test. On the basis of the results, parametric or non-parametric tests were used to compare experimental with age-matched control groups. Tests are indicated in figure legends and the Source Data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-08165-7.

## Supplementary information

Reporting Summary

Peer Review file

## Source data

Source Data Figs. 1–5 and Source Data Extended Data Figs. 1–10.

## Data Availability

All mouse sequencing data that support the findings of this study have been deposited on GEO, with the accession code GSE236580. Human snRNA-seq data from the MTSS and LTSS cohorts are available upon request from F.v.M., C.W. and M.B. Human snRNA-seq data from the NEFA cohort are available upon request from F.v.M., N.K. and M.R. Analysis code for human and mouse data is available on GitHub and Zenodo^100^. An interactive snRNA-seq data browser link and links to interactive tables with results of differential gene expression and epigenetic analysis are available on GitHub (https://github.com/vonMeyennLab/AT_memory). Source data are provided with this paper.

# Supplementary material for: Adipose tissue retains an epigenetic memory of obesity after weight loss
**Source:** Nature. 2024 Nov 18;636(8042):457–65. doi: 10.1038/s41586-024-08165-7
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sable Systems Promethion ExpeData 1.9.27b Software; BioTek Gen5 Software; 3DHISTECH Slide Viewer 2; Adiposoft as plugin in Fiji Image J; a NovaSeq 6000 and a NovaSeqX were used for sequencing                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | <p>Analysis of non-sequencing data: GraphPad Prism v9.5.1</p> <p>Analysis of sequencing data:</p> <p>Single nucleus RNA seq for mouse:<br/>The 10x Genomics Cell Ranger v.6.1.2 pipeline was used for demultiplexing, read alignment to reference genome The R packages Seurat v4.1.0; scDbfFinder and Scpubr were used for analysis.</p> <p>Single nucleus RNA seq (human):<br/>The 10x Genomics Cell Ranger v.7.2.0 pipeline was used for demultiplexing, read alignment to reference genome The R packages Seurat v4.1.0; scDbfFinder and Scpubr were used for analysis. SNP-calling and demultiplexing was performed using cellsnr-lite and vireo.</p> <p>mouse TRAP-seq:<br/>Quality control of the raw reads was performed using FastQC v0.11.9. Raw reads were trimmed using TrimGalore v0.6.6 (<a href="https://github.com/FelixKrueger/TrimGalore">https://github.com/FelixKrueger/TrimGalore</a>). Filtered reads were aligned against the reference mouse genome assembly mm10 using HISAT2 v2.2.1. Raw gene counts were quantified using the featureCounts program of subread v2.0.1. Differential expression analysis was performed using the R package EdgeR.</p> <p>CUT&amp;Tag and ATAC-seq:</p> |

Quality control of the raw sequencing reads was performed using FastQC v0.11.9. Raw reads were trimmed off low-quality bases and adapter sequences using TrimGalore v0.6.6 (<https://github.com/FelixKrueger/TrimGalore>). Aligned bam files were sorted based on chromosomal coordinates using the sort function of samtools v1.13. Sorted bam files were summarized into bedgraph files using the genomcov function of bedtools v2.30. Peaks were called from CUT&Tag-seq and ATAC-seq libraries on individual bedgraph files using SEACR v1.3. Called peaks were combined to generate a union peak list and quantified using the R package chromVAR v1.16 generating a raw peak count matrix. MOFA2 v1.4.0 was used to identify variation and ChromHMM v1.22 for identifying chromatin states. Peaks were annotated with ChIPSeeker and differential analysis was performed using EdgeR.

Gene set enrichment:  
The package enrichR was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All mouse sequencing data that support the findings of this study have been deposited on GEO, with the accession code GSE236580 (token for reviewers: qtcrauuovrghlcr). Human snRNAseq data from MTSS and LTSS studies are available upon request from CW and MB. Human snRNAseq data from the NEFA study is available upon request from FvM, MR and NM.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

The human studies MTSS (3 male, 10 female) and LTSS (4 male, 6 female) are part of the Leipzig Obesity Biobank (LOBB) maintained by Dr. Matthias Blüher. The human study NEFA (15 female) was run by Mikael Rydén and Niklas Mejhert at the Karolinska Institute.

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

MTSS: Only individuals that lost 25% of BMI ( $31.26 \pm 4.77$  % reduction) and lean, healthy (BMI < 27) controls were selected from the MTSS study for this study.  
LTSS study: Only individuals that lost 25% of BMI ( $26.21 \pm 0.92$  % reduction) and lean, healthy (BMI < 27) controls were selected from the LTSS study for this study.  
NEFA study: Only individuals that lost 25% of BMI ( $34.22 \pm 7.61$  % reduction) and lean, healthy (BMI < 27) controls were selected from the NEFA study for this study.

Recruitment

MTSS and LTSS studies are part of the Leipzig Obesity Biobank (LOBB). The NEFA study is registered with clinical trial number: NCT01727245

Ethics oversight

The human studies MTSS and LTSS was conducted in accordance with the Declaration of Helsinki and approved by the Ethics Committee of the University of Leipzig (approval number: 159-12-21052012). Written informed consent was obtained from all subjects involved in the study prior to surgery.  
The human study NEFA was conducted in accordance with the with the Declaration of Helsinki and approved by the Ethics Committee of the Karolinska Institute, Stockholm (approval number: 2011/1002-31/1).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed. Samples sizes were chosen to allow sufficient statistical analysis to be performed. For the human cohort sample size was dependent on the availability of samples of subjects meeting the selection criteria (e.g. weight loss, healthy).                                                                                                                                                                                                            |
| Data exclusions | snRNAseq data from two donors were excluded after consultation with surgeons because they either contained more than 50% B-cells or no adipocytes. This is explained in the Methods section.                                                                                                                                                                                                                                                                                                     |
| Replication     | Experimental findings were verified by biological replicates. Each experiment was performed multiple times. Replication attempts were successful and well correlated. At least two independent biological replicates were included in the RNA-seq, ATAC-seq and CUT&Tag (like ChIPseq) experiments. For snRNAseq 5 of mice individual biological replicates were pooled per condition. For human snRNAseq samples belonging to one group and time point were pooled and later SNP demultiplexed. |
| Randomization   | Samples were not randomised and were allocated into experimental groups by condition.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | The investigators were not blinded to the mice as they themselves were treating and sacrificing the mice. However, investigators were blinded during mouse sample processing. Investigators were not blinded to the sample identity for sequencing data (human and mouse) as sequencing data was produced by objective quantitative methods. For histological image quantification the investigators analysing adipocytes and imaging sections were blinded.                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-H3K4me3 (abcam, #ab8580), anti-H3K27me3 (Cell Signaling Technology, #C36B11), anti-H3K27ac (abcam, #ab4729), anti-H3K4me1 (abcam, #ab8895)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Validation      | anti-H3K4me3 (abcam, #ab8580): has been validated by abcam for human and cow and is predicted for mouse for ChIP; has been validated in various publications for mouse and other species for example in: <a href="https://doi.org/10.1016/j.molcel.2022.03.009">https://doi.org/10.1016/j.molcel.2022.03.009</a> ; anti-H3K27me3 (Cell Signaling Technology, #C36B11): has been validate for human, mouse, rat and monkey by Cell Signaling Technology for ChIP; anti-H3K27ac (abcam, #ab4729): has been validate for human, mouse, rat, and cow by abcam for ChIP; anti-H3K4me1 (abcam, #ab8895): has been validate for human, mouse, rat, and cow by abcam for ChIP |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57NL/6-Tg(Adipoq CreER)426Biat/N x B6;129S6-Gt(ROSA)26Sortm2(CAG-NuTRAP)Evdr/J were used. C57BL/6J DIO (#380050) and DIO control (#380056) male mice were obtained from Jackson Laboratory (USA). All mice were kept on a 12-h/12-h light/dark cycle and 20-60% (23C) humidity in individually ventilated cages in groups of between two and five mice in a pathogen-free animal facility of SLA ETH Zurich. |
| Wild animals       | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex   | Only male mice were used in this study.                                                                                                                                                                                                                                                                                                                                                                       |

## Field-collected samples

No field collected samples were used in this study.

## Ethics oversight

All animal experiments were approved by the cantonal veterinary office Zurich.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

All mouse sequencing data that support the findings of this study have been deposited on GEO, with the accession code GSE236580 (token for reviewers: qtcrauuovrghlcr).

## Files in database submission

Mouse data: BED and fastq (in tar format) files for all individual CUT&Tag and ATAC-seq;

## ATAC-seq:

GSM7558081 C\_short\_ATAC\_1  
 GSM7558082 H\_short\_ATAC\_1  
 GSM7558083 CC\_short\_ATAC\_1  
 GSM7558085 HC\_short\_ATAC\_1  
 GSM7558086 C\_short\_ATAC\_2  
 GSM7558087 H\_short\_ATAC\_2  
 GSM7558088 CC\_short\_ATAC\_2  
 GSM7558090 HC\_short\_ATAC\_2  
 GSM7558091 C\_short\_ATAC\_3  
 GSM7558092 H\_short\_ATAC\_3  
 GSM7558093 CC\_short\_ATAC\_3  
 GSM7558094 HC\_short\_ATAC\_3  
 GSM7558096 CC\_long\_ATAC\_1  
 GSM7558097 HH\_long\_ATAC\_1  
 GSM7558098 CCC\_long\_ATAC\_1  
 GSM7558099 HHC\_long\_ATAC\_1  
 GSM7558101 CC\_long\_ATAC\_2  
 GSM7558102 HH\_long\_ATAC\_2  
 GSM7558103 CCC\_long\_ATAC\_2  
 GSM7558104 HHC\_long\_ATAC\_2  
 GSM7558105 HH\_long\_ATAC\_3  
 GSM7558107 HHC\_long\_ATAC\_3

## CUT&amp;Tag:

GSM7558140 CC\_long\_H3K4me1\_1\_AdipoERCre  
 GSM7558142 HH\_long\_H3K4me1\_1\_AdipoERCre  
 GSM7558143 CCC\_long\_H3K4me1\_1\_AdipoERCre  
 GSM7558144 HHC\_long\_H3K4me1\_1\_AdipoERCre  
 GSM7558146 CC\_long\_H3K4me1\_2\_AdipoERCre  
 GSM7558147 HH\_long\_H3K4me1\_2\_AdipoERCre  
 GSM7558148 HHC\_long\_H3K4me1\_2\_AdipoERCre  
 GSM7558150 HH\_long\_H3K4me1\_3\_AdipoERCre  
 GSM7558151 CCC\_long\_H3K4me1\_3\_AdipoERCre  
 GSM7558152 HHC\_long\_H3K4me1\_3\_AdipoERCre  
 GSM7558153 CC\_long\_H3K4me3\_1\_AdipoERCre  
 GSM7558155 CCC\_long\_H3K4me3\_1\_AdipoERCre  
 GSM7558156 HHC\_long\_H3K4me3\_1\_AdipoERCre  
 GSM7558157 CC\_long\_H3K4me3\_2\_AdipoERCre

GSM7558158 HH\_long\_H3K4me3\_2\_AdipoERCre  
 GSM7558159 HHC\_long\_H3K4me3\_2\_AdipoERCre  
 GSM7558161 HH\_long\_H3K4me3\_3\_AdipoERCre  
 GSM7558162 CCC\_long\_H3K4me3\_3\_AdipoERCre  
 GSM7558163 HHC\_long\_H3K4me3\_3\_AdipoERCre  
 GSM7558164 CC\_long\_H3K27ac\_1\_AdipoERCre  
 GSM7558165 HH\_long\_H3K27ac\_1\_AdipoERCre  
 GSM7558167 CCC\_long\_H3K27ac\_1\_AdipoERCre  
 GSM7558168 HHC\_long\_H3K27ac\_1\_AdipoERCre  
 GSM7558169 CC\_long\_H3K27ac\_2\_AdipoERCre  
 GSM7558170 HH\_long\_H3K27ac\_2\_AdipoERCre  
 GSM7558172 HHC\_long\_H3K27ac\_2\_AdipoERCre  
 GSM7558173 HH\_long\_H3K27ac\_3\_AdipoERCre  
 GSM7558174 CCC\_long\_H3K27ac\_3\_AdipoERCre  
 GSM7558175 HHC\_long\_H3K27ac\_3\_AdipoERCre  
 GSM7558177 CC\_long\_H3K27me3\_1\_AdipoERCre  
 GSM7558178 CCC\_long\_H3K27me3\_1\_AdipoERCre  
 GSM7558179 HHC\_long\_H3K27me3\_1\_AdipoERCre  
 GSM7558181 CC\_long\_H3K27me3\_2\_AdipoERCre  
 GSM7558182 HH\_long\_H3K27me3\_2\_AdipoERCre  
 GSM7558183 HHC\_long\_H3K27me3\_2\_AdipoERCre  
 GSM7558184 HH\_long\_H3K27me3\_3\_AdipoERCre  
 GSM7558186 CCC\_long\_H3K27me3\_3\_AdipoERCre  
 GSM7558187 HHC\_long\_H3K27me3\_3\_AdipoERCre  
 GSM7558188 C\_short\_H3K4me1\_1\_AdipoERCre  
 GSM7558189 H\_short\_H3K4me1\_1\_AdipoERCre  
 GSM7558190 CC\_short\_H3K4me1\_1\_AdipoERCre  
 GSM7558192 HC\_short\_H3K4me1\_1\_AdipoERCre  
 GSM7558193 C\_short\_H3K4me1\_2\_AdipoERCre  
 GSM7558194 H\_short\_H3K4me1\_2\_AdipoERCre  
 GSM7558195 CC\_short\_H3K4me1\_2\_AdipoERCre  
 GSM7558196 HC\_short\_H3K4me1\_2\_AdipoERCre  
 GSM7558198 C\_short\_H3K4me1\_3\_AdipoERCre  
 GSM7558199 H\_short\_H3K4me1\_3\_AdipoERCre  
 GSM7558200 CC\_short\_H3K4me1\_3\_AdipoERCre  
 GSM7558202 HC\_short\_H3K4me1\_3\_AdipoERCre  
 GSM7558203 C\_short\_H3K4me3\_1\_AdipoERCre  
 GSM7558204 H\_short\_H3K4me3\_1\_AdipoERCre  
 GSM7558206 CC\_short\_H3K4me3\_1\_AdipoERCre  
 GSM7558207 HC\_short\_H3K4me3\_1\_AdipoERCre  
 GSM7558208 C\_short\_H3K4me3\_2\_AdipoERCre  
 GSM7558209 H\_short\_H3K4me3\_2\_AdipoERCre  
 GSM7558211 CC\_short\_H3K4me3\_2\_AdipoERCre  
 GSM7558212 HC\_short\_H3K4me3\_2\_AdipoERCre  
 GSM7558213 C\_short\_H3K4me3\_3\_AdipoERCre  
 GSM7558214 H\_short\_H3K4me3\_3\_AdipoERCre  
 GSM7558215 CC\_short\_H3K4me3\_3\_AdipoERCre  
 GSM7558217 HC\_short\_H3K4me3\_3\_AdipoERCre  
 GSM7558218 C\_short\_H3K27ac\_1\_AdipoERCre  
 GSM7558219 H\_short\_H3K27ac\_1\_AdipoERCre  
 GSM7558220 CC\_short\_H3K27ac\_1\_AdipoERCre  
 GSM7558222 HC\_short\_H3K27ac\_1\_AdipoERCre  
 GSM7558223 C\_short\_H3K27ac\_2\_AdipoERCre  
 GSM7558224 H\_short\_H3K27ac\_2\_AdipoERCre  
 GSM7558226 CC\_short\_H3K27ac\_2\_AdipoERCre  
 GSM7558227 HC\_short\_H3K27ac\_2\_AdipoERCre  
 GSM7558228 C\_short\_H3K27ac\_3\_AdipoERCre  
 GSM7558229 H\_short\_H3K27ac\_3\_AdipoERCre  
 GSM7558231 HC\_short\_H3K27ac\_3\_AdipoERCre  
 GSM7558232 C\_short\_H3K27me3\_1\_AdipoERCre  
 GSM7558233 H\_short\_H3K27me3\_1\_AdipoERCre  
 GSM7558234 CC\_short\_H3K27me3\_1\_AdipoERCre  
 GSM7558235 HC\_short\_H3K27me3\_1\_AdipoERCre  
 GSM7558236 C\_short\_H3K27me3\_2\_AdipoERCre  
 GSM7558238 H\_short\_H3K27me3\_2\_AdipoERCre  
 GSM7558239 CC\_short\_H3K27me3\_2\_AdipoERCre  
 GSM7558240 HC\_short\_H3K27me3\_2\_AdipoERCre  
 GSM7558241 C\_short\_H3K27me3\_3\_AdipoERCre  
 GSM7558242 CC\_short\_H3K27me3\_3\_AdipoERCre  
 GSM7558244 HC\_short\_H3K27me3\_3\_AdipoERCre

Genome browser session  
(e.g. [UCSC](#))

No genome browser session was created.

Methodology

|                         |                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | CUT and TAG : 3 biological replicates for C, CC_s, H, HC, HH, HHC for each hPTM, 2 biological replicates for CC_l and CCC for each hPTM.                         |
| Sequencing depth        | Minimum of 6 million reads per sample. Paired end sequencing, with each read 150 bp length.                                                                      |
| Antibodies              | anti-H3K4me3 (abcam, #ab8580), anti-H3K27me3 (Cell Signaling Technology, #C36B11), anti-H3K27ac (abcam, #ab4729), anti-H3K4me1 (abcam, #ab8895)                  |
| Peak calling parameters | Peaks were called from CUT&Tag-seq and ATAC-seq libraries on individual bedgraph files using SEACR v1.3 in stringent mode with a peak calling threshold of 0.01. |
| Data quality            | Analysis code for mouse data is available on GitHub ( <a href="https://github.com/vonMeyennLab/AT_memory">https://github.com/vonMeyennLab/AT_memory</a> )        |
| Software                | Analysis code for mouse data is available on GitHub ( <a href="https://github.com/vonMeyennLab/AT_memory">https://github.com/vonMeyennLab/AT_memory</a> )        |

How the deposited data were processed for this re-analysis (not part of the article)

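TRAP–seq libraries of epiAT adipocytes from 20 AdipoERCre x NuTRAP mice were analysed, 3 mice each in C, H, CC_s and HC and 2 mice each in CC_l, HH, CCC and HHC. The authors trimmed the reads with TrimGalore, aligned them to mm10 with HISAT2, assigned them to genes with featureCounts and deposited the resulting read counts, which are whole numbers without normalization. The deposited file holds 46078 genes, of which 34443 have a count in any library, and each of its columns was matched to a mouse and a group. For 45143 genes (98.0%) a symbol was found in the GENCODE vM21 annotation, which was used for symbols, positions and overlaps. The annotation, the strand setting and the handling of read pairs of the counting are not stated in the paper's text. Because most counts were even numbers (89.6% to 95.8% of the nonzero counts of up to 10), an alternative with halved counts was added. Depth ranged from 10710277 to 36738954 counts per library, so that the limit of 3 counts stood at 0.280 CPM in the shallowest and at 0.0817 CPM in the deepest library.

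From the deposited counts, log2 CPM and log2 fold changes were computed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, normalized with TMM and fitted with the quasi-likelihood model, all 20 libraries in 8 groups at once, with a prior of 5.29 degrees of freedom for the spread. DEGs had a nominal p under 0.01 and an absolute log2 fold change of at least 1. Differences between effects were tested as interactions with a Benjamini-Hochberg adjusted p under 0.05. The PCA used prcomp on centred, unscaled log2 CPM with a prior count of 2. Axis scores were compared with exact two-sided permutation tests, overlaps of lists with two-sided Fisher's exact tests, and gene lists with fry, with camera (limma 3.58.1) as the alternative. Correlations across libraries were tested with 100000 permutations.

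Gene lists were the cell type markers (adipocyte, macrophage, lipid-associated macrophage, perivascular macrophage, lymphocyte, adipocyte progenitor, endothelial, mesothelial, epididymal epithelium and erythrocyte), the genes of Fig. 3h, Fig. 2i and Fig. 5k, and the epigenetic modifiers of the source data to Extended Data Fig. 8h. Lists of nuclear-retained RNA, mitochondrially encoded RNA and spermatid genes were added after the PCA had been seen. Named genes followed a fixed rule: genes of Fig. 3h, 2i or 5k that the text needs, Acacb and Runx2, the 3 genes in each list of retained DEGs with the largest absolute log2 fold change after WL among those whose groups do not overlap, members of the gene lists, and the 2 highest and 2 lowest loadings of a described component.

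The alternatives chosen from the paper and the design were DESeq2 1.42.0, RLE normalization, no filter on low counts, the likelihood ratio test, only the compared groups in the fit, the replicate number as a block, 1 surrogate variable (sva 3.50.0), an adjusted p threshold, scaled genes or the 500 genes with the largest variance in the PCA, all genes for the axis, and leaving out each mouse. Halved counts and a covariate of nuclear-retained RNA were added after the data had been seen. The procedure was tested on simulated data of 20580 genes with 200 changed. Counts were drawn independently for each gene, with no spread shared by the genes of a library, such as carried-over RNA. False calls in the real libraries may therefore be more frequent than the rates given next. The quasi-likelihood test recovered 128 of the 200 (64%), none in the wrong direction, and called 178 of 20380 unchanged genes (0.873%). The likelihood ratio test recovered 133 and called 380 unchanged genes, and DESeq2 recovered 137 and called 354. At an adjusted p under 0.05, the false calls were 3 of 72 for the quasi-likelihood test, 37 of 143 for the likelihood ratio test and 53 of 168 for DESeq2. The truncated source tables of Fig. 3f,g and Fig. 4c were not used here. The names of some genes counted in the lists are not reported here. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.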

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

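The tests of CCC replicate 2, of spermatid genes and of single epididymal genes were chosen only after the results had been seen.

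The effect of HH and the effect of HHC differed for 175 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 170 were higher in HH and 5 lower, with 3334 genes at a nominal p under 0.05. Among the gene lists, tested with fry and adjusted over 68 pairs of lists and differences, the same difference had an adjusted p of 0.0168 for perivascular macrophage markers (median log2 fold change 1.35 in HH, higher in 6 of 6 genes, and -0.65 in HHC) and of 0.0168 for adipocyte progenitor markers (3.17 and -1.30). It was 0.0354 for endothelial markers (2.73 and -1.99) and 0.0323 for the genes of Fig. 2i restored in HC only (1.82 and 0.04). It was 0.0279 for the genes of Fig. 2i restored after WL (-0.17 and -0.23) and 0.0279 for those of Fig. 5k (0.22 and 0.12). The last pair of lists hold genes that change in opposite directions, so their medians describe no common shift. Without CCC replicate 2, which had much nuclear and mitochondrial RNA (Malat1 2.69% and mt-Rnr2 9.32% of counts), the median difference of the 175 genes was 3.96 against 4.46 with all mice, and 175 of 175 kept a difference of at least 1. The genes had been chosen with that library included, so these values decide nothing about it. With genes and lists tested anew in the fit without CCC replicate 2, 3 genes had an adjusted p under 0.05, and the smallest adjusted p of the 17 lists was 0.0602 (perivascular macrophage markers). Leaving out any other mouse of the arm also lowered the count of genes, except for CCC replicate 1, without which it rose. In some of these fits the count fell further than without CCC replicate 2. A lower number of mice may therefore by itself explain the low count without CCC replicate 2. The result depended on which CCC mouse was kept, and each such fit rests on a single CCC mouse. An effect of CCC replicate 2 alone therefore cannot be told apart from an effect of the groups. The count itself depended on the setting, with 21 genes under RLE normalization, 588 with 1 surrogate variable and 0 with only the compared groups in the fit. Because perivascular macrophage, adipocyte progenitor and endothelial markers rose in HH and fell in HHC, a changing share of RNA from such cells may contribute, although macrophage (0.87) and lymphocyte markers (1.57) did not fall in HHC, and this was not tested separately from a change within adipocytes.

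Spermatid genes (Smcp, Pgk2, Akap4, Spata18, Spem1 and Tssk3) summed to 675 CPM in CC_l replicate 1, 151 CPM in HC replicate 3 and 53.9 CPM in C replicate 1, against a median of 2.95 CPM over the libraries. The abundant spermatid transcripts Prm1, Prm2 and Tnp2, which are not in the list, followed it across the 20 libraries (Spearman rho 0.928, Pearson r 0.960, two-sided permutation p = 1e-05, the smallest they can give). The relation held without the 2 most extreme libraries (r 0.902), within the short arm (r 0.965, 12 libraries) and within the long arm (r 0.984, 8 libraries). RNA of male germ cells carried over into single samples is a candidate explanation, since the libraries belong to different groups and the diet does not order them.

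Epididymal epithelium genes summed to 1677 CPM in C replicate 1, 1350.2 CPM in H replicate 2, 413 CPM in H replicate 1, 145 CPM in HH replicate 1, 122 CPM in H replicate 3 and 103 CPM in HC replicate 2, against a median of 7.44 CPM. Gpx5, an epididymal transcript outside the list, was at 230 and 1131 CPM in H replicates 1 and 2, where Lcn8 made up 56.0% and 44.1% of the sum, against a median of 0.433 CPM, so RNA of epididymal epithelium may have entered these samples. The same may hold to a lesser degree for HC replicate 2, where Gpx5 was at 17.4 CPM and the genes of the list other than Crisp1 summed to 25.9 CPM, although C replicate 2 reached 9.33 and 17.9 CPM with a lower sum of the list. In C replicate 1, H replicate 3 and HH replicate 1, Gpx5 was at most at 0.545 CPM, which argues against epididymal RNA with the composition seen in H replicates 1 and 2. Crisp1 made up at least 98.2% of the sum in these 3 libraries, and RNA of epididymal cells with mainly Crisp1 cannot be told apart from a change of Crisp1 alone, because no other transcript of such cells was tested.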

How the results depend on the processing

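Halved counts and the nuclear RNA covariate were tests chosen only after the data had been seen. The cause of the changes was not tested.

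With DESeq2 there were 2163 DEGs in H, 727 in HC, 2309 in HH, 1185 in HHC, 1394 between CC_s and C and 1021 between CCC and CC_l. The effects differed for 400 genes between H and HC, 1215 between HH and HHC and 39 between HH and H. The retained DEGs numbered 162 up and 32 down in HC, holding 106 of the 107 and 17 of the 17, and 47 up and 28 down in HHC. The share of DEGs with the same direction was 66.9% in HC and 46.9% in HHC.

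Without the filter on low counts there were 2492, 1764, 2879 and 1266 DEGs in H, HC, HH and HHC, 2006 between CC_s and C and 1924 between CCC and CC_l. The effects differed for 1403 genes between H and HC, 1266 between HH and HHC and 207 between HH and H. The retained DEGs were 295 up and 26 down in HC and 117 up and 86 down in HHC, and the share in HC was 57.2%. The axis difference fell to 0.0428 in HC and was reversed to 0.0034 in HHC, which has 2 mice in each group.

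With the likelihood ratio test there were 2092 DEGs in H, 972 in HC, 1190 in HHC, 1140 between CC_s and C and 1125 between CCC and CC_l. The effects differed for 460 genes between H and HC, 961 between HH and HHC and 6 between HH and H. The retained DEGs were 170 up in HC and 26 up and 23 down in HHC, and the share in HC was 69.7%.

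At the adjusted p threshold there were 453 DEGs in H and 445 in HH, and 0 in HC, HHC, CC_s against C and CCC against CC_l, where 1866, 2292, 2396 and 2472 genes had a nominal p under 0.05. All counts of retained DEGs were 0, so the promoter marks of retained DEGs had no value, and the share in HC was 89.8%. At the nominal threshold the effects differed for 641 genes between H and HC, 1254 between HH and HHC and 196 between HH and H.

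With only the compared groups in the fit there were 243 DEGs in HC, 218 in HHC, 311 between CC_s and C and 217 between CCC and CC_l. No gene differed between the HH and the HHC effect, the retained DEGs down in HHC were 4, and the share in HC was 73.6%.

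The replicate numbers do not pair the mice, since the correlation within a replicate number was -0.609 and -0.592 for HC replicates 1 and 3 over 5000 genes. With the number as a block there were 204 DEGs in HC, 375 in HHC, 304 between CC_s and C and 288 between CCC and CC_l, and 1 gene differed between the HH and the HHC effect. The retained DEGs up in HHC were 8, and the shares were 83.0% in HC and 40.7% in HHC. Under the block, fry gave adjusted p-values of 0.0675 for macrophage markers and for Fig. 3h genes with higher promoter activity in H, 0.0675 for lymphocyte markers in HC, 0.0875 for lipid-associated macrophage markers in HH and 0.0511 for the genes of Fig. 2i restored in HC only in HH.

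With 1 surrogate variable there were 2599 DEGs in HH, 274 between CC_s and C and 1172 between CCC and CC_l, and 588 genes differed between the HH and the HHC effect. The retained DEGs were 46 up and 25 down in HHC, and the shares 76.5% in HC and 47.9% in HHC. The fry adjusted p was 0.00726 in H and 0.0183 in HH for Fig. 3h genes with lower promoter activity, 0.00389 for lost H3K27me3 in HH and 0.00691 for lost H3K4me3 in HHC, and the direction of lost H3K27me3 in HHC was reversed (0.581).

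With camera, the adjusted p of Fig. 3h genes with lower promoter activity was 2.92e-05 in H, 7.41e-08 in HC and 0.0054 in HH, and of those with higher activity 1.91e-09 in HC and 0.00276 in HHC. For promoters it was 7.73e-07 for lost H3K27me3 in HH and 3.16e-05 and 1.58e-05 for gained and lost H3K4me3 in HHC, and the direction of lost H3K27me3 in HHC was reversed (0.198). The list calls under fry also passed under camera for macrophage, lipid-associated macrophage, perivascular macrophage, adipocyte progenitor, lymphocyte, Fig. 3h higher, Fig. 2i restored in HC only and Fig. 5k.

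RLE normalization left 21 genes that differed between the HH and the HHC effect, a share of 76.6% in HC, 29.2% for PC1 and an adjusted p of 0.0370 for Fig. 3h genes with lower promoter activity in H. It shifted the median of all genes by -0.10 in H and by 0.13 in HHC, and the upregulated share of the DEGs in HHC went from 14.3% to 27.0%, and to 29.5% with DESeq2. With DESeq2 this share went from 55.0% to 42.9% in H, from 72.4% to 60.6% in HH and from 24.2% to 12.7% between CC_s and C. In the PCA, the 500 genes with the largest variance gave 63.3% for PC1, and all genes passing the filter gave an axis difference of 0.0399 in HC.

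Halved counts left 109 genes that differed between the HH and the HHC effect and a share of 77.6% in HC. With the nuclear RNA covariate there were 2296 DEGs in H, 2613 in HH, 2293 in HHC, 227 between CC_s and C and 2248 between CCC and CC_l. The retained DEGs were 162 up and 56 down in HC, and 156 up and 78 down in HHC, of which 12 and 7 were among the 15 and the 12, and the share in HHC was 52.1%.

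Leaving out 1 mouse gave 757 (without H replicate 2) to 1816 DEGs (without C replicate 3) in H, 160 (without CC_s replicate 3) to 597 (without HC replicate 1) in HC and 128 (without C replicate 1) to 2184 (without C replicate 3) between CC_s and C. The retained DEGs in HC ranged from 49 (without CC_s replicate 3) to 127 up (without H replicate 3) and from 9 (without CC_s replicate 2) to 19 down (without H replicate 3). The share in HC ranged from 58.4% (without C replicate 3) to 88.6% (without H replicate 3), and PC1 from 24.7% (without HC replicate 3) to 29.4% (without H replicate 2). The axis difference ranged from 0.0548 (without C replicate 3) to 0.324 (without C replicate 1) in HC, and from -0.112 (without CCC replicate 1) to 0.0344 (without CCC replicate 2) in HHC, where it was also reversed without HHC replicate 2 (0.0232). In the long arm this leaves 1 mouse in a group, so no counts of DEGs are given for it. Among the single genes, the direction was reversed for Gpam in HH without HH replicate 2 (0.14) and for Icam1 in HHC without HHC replicate 1 (-0.95, with a highest value of 1.80 without HHC replicate 2), and the adjusted p threshold made 24 gene results weaker.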

Differences from the paper's values

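In HHC, 12 genes were downregulated in both HH and HHC, where the paper gives 7. Of the alternatives set before the data were examined, the replicate block (8) came close to the paper's value, whereas DESeq2 (28), RLE normalization (12), no filter on low counts (86), the likelihood ratio test (23), only the compared groups (4), 1 surrogate variable (25) and the adjusted p threshold (0) did not.

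In HHC, 15 genes were upregulated in both HH and HHC, where the paper gives 36. Among the alternatives set before the data were examined, DESeq2 (47), the likelihood ratio test (26) and 1 surrogate variable (46) came close to it, and RLE normalization (17), no filter on low counts (117), only the compared groups (14), the replicate block (8) and the adjusted p threshold (0) did not. None of these settings came close to both of the paper's counts for HHC.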

Other observations

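The tests of nuclear-retained RNA and of spermatid genes along PC1 were chosen only after the PCA had been seen, and the lists of cell type markers and the other explanations for PC1 were set before the data were examined.

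The 12 macrophage markers were higher in H and in HH, 12 of 12 in each, with log2 fold changes between 0.78 and 3.88 in H and between 2.12 and 4.49 in HH. The median was 2.73 in H (fry, adjusted p = 0.0309), the adjusted p in HH was 0.0120, and the median after WL was 1.95 in HC (12 of 12 genes, adjusted p = 0.0577) and 0.87 in HHC (10 of 12 genes, adjusted p = 0.589). Adjusted over the list alone, 10 of 12 genes in H and 10 of 12 in HC had an adjusted p under 0.05 (edgeR's quasi-likelihood test), against 7 and 0 over all genes. Of the most abundant markers, Lyz2 reached 1805 CPM in H replicate 2 and Ctss 1034 CPM. Tyrobp, Lyz2 and Ctss are also in the list of Fig. 3h. RNA of macrophages in the pulldown is a candidate explanation, since adipocyte expression was not measured apart from it. A lower share of adipocyte RNA would raise all other cell types, and the mesothelial markers instead fell in H, with a median of -1.47 (0 of 6 higher, adjusted p = 0.0833). Their mean log2 CPM was 5.71, 4.49 and 3.46 in C replicates 1, 2 and 3, against 3.04 to 3.23 in H. Endothelial (1.48), progenitor (1.31) and erythrocyte markers (0.53) rose in H. The mesothelial fall therefore does not exclude a smaller adipocyte share in H. In HH the mesothelial markers rose, with a median of 0.42 (5 of 6 higher, adjusted p = 0.734), but by at most 1.10, below the smallest rise of a macrophage marker. Progenitor (3.17), endothelial (2.73) and erythrocyte markers (1.40) also rose in HH, where the adipocyte median was -1.11. A smaller adipocyte share as a part of the change stays open there as well.

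Lipid-associated macrophage markers, of which Mmp12 is also in Fig. 3h, had medians of 3.58 in H (adjusted p = 0.0577), 3.56 in HC (adjusted p = 0.0716), 2.90 in HH (adjusted p = 0.0381) and 0.86 in HHC (adjusted p = 0.589). Lymphocyte markers had a median of 2.09 in HC, higher in 6 of 6 genes (adjusted p = 0.0354), and -0.17 in H (adjusted p = 0.951), a difference between H and HC with an adjusted p of 0.125. Perivascular macrophage markers were at 0.71 in H (adjusted p = 0.0577) and 1.35 in HH (adjusted p = 0.0120). Adipocyte progenitor markers had an adjusted p of 0.116 in H and 0.0120 in HH, and endothelial markers of 0.0962 in H and 0.0577 in HH. Adipocyte markers had medians of -0.18 in H, -0.21 in HC, -1.11 in HH and 0.32 in HHC, with a smallest adjusted p of 0.660. Erythrocyte markers had a median of 1.40 in HH (adjusted p = 0.180), and epididymal epithelium markers of 5.70 in H (adjusted p = 0.0962). The genes of Fig. 2i not restored after WL had a median of 1.73 in HH (adjusted p = 0.0577) and 0.31 in HHC (adjusted p = 0.917). Those restored in HC only had 1.82 in HH (adjusted p = 0.0150), those restored had -0.17 (adjusted p = 0.0577), and those of Fig. 5k had 0.22 (adjusted p = 0.0150). All adjusted p-values of lists are from fry over 68 pairs of lists and contrasts.

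Of the 105 tested epigenetic modifiers, 5 were DEGs in H, 0 in HC with 1 at a nominal p under 0.05, 3 in HH (Cbx7, Hdac9 and Ring1) and 3 in HHC (Kat6b, Kdm5d and Setdb1). The median log2 fold change of the list was -0.17 in H, 0.11 in HC, -0.07 in HH and -0.26 in HHC, with a smallest adjusted p of 0.0771 (fry).

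Relations of 7 library properties with PC1 and with PC1 of scaled genes were tested with two-sided permutations, 14 relations in 28 tests adjusted together. The values are those of unscaled PC1 unless scaled genes are named. PC1 was not related to log2 total count (Pearson r 0.193, p = 0.416; Spearman rho 0.268), although within the short arm r was 0.610 and within the long arm -0.489. It was not related to epididymal markers (r -0.155, p = 0.522) or to the share of the 10 most counted genes (rho -0.111, r -0.320), and GC content explained 0.415% and length 0.0089% of the variance of its loadings. Nuclear-retained RNA followed PC1 (r -0.731, p = 3.4e-04, adjusted p = 0.00106, rho -0.747), also without the 2 most extreme libraries (r -0.728), within the short arm (r -0.914, 12 libraries) and less within the long arm (r -0.456, p = 0.247, 8 libraries). Mitochondrially encoded RNA had r -0.537 over the 20 libraries (two-sided permutation p = 0.015). Spermatid genes had r -0.900 over the 20 libraries (two-sided permutation p = 1e-05, the smallest they can give) and -0.857 without CC_l replicate 1 and HC replicate 3, with r -0.925 in the short and -0.917 in the long arm. Spermatid transcripts such as Tnp2 and Prm1 had some of the lowest loadings on PC1. The relation and its p-value are therefore no independent evidence. With scaled genes, r was -0.583 for spermatid genes (-0.275 in the long arm) and -0.890 for nuclear-retained RNA. RNA that is not bound to tagged ribosomes and RNA of male germ cells are hypotheses for the spread along PC1. The surrogate variable was related to PC1 (r -0.952) and to nuclear-retained RNA (r 0.544, p = 0.0133, rho 0.758).

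The mice of each comparison in the short arm were regrouped in every possible way, and the counts include the real split. For H and C, 1 of the 10 splits of the 6 mice gave as many DEGs, and the next largest split gave 604. For HC and CC_s, 2 of the 10 splits of the 6 mice gave as many DEGs, the other being CC_s replicate 1, HC replicate 2 and HC replicate 3 against the rest with 497, and these have the highest shares of mt-Rnr2 (8.79%, 4.01% and 10.1%). Of genes upregulated in both H and HC, 2 of the 10 splits gave as many, the other again with 116, and of those downregulated 1 of the 10 splits. For CC_s and C, 3 of the 10 splits of the 6 mice gave as many DEGs, with 1321 and 800 in the others, and the first sets C replicates 1 and 2 and CC_s replicate 1 apart, which have mt-Rnr2 shares of 12.2%, 11.1% and 8.79%. With 10 splits the real grouping cannot be told apart from chance at a share under 0.1. The difference between the H and the HC effect, at 641 genes with a nominal p under 0.01, was reached by 10 of 100 splits.

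The lists of retained DEGs in HC (124 genes) and HHC (27 genes) shared 7 genes, each in the same direction, against 0.156 expected (odds ratio 63.7, Fisher's exact test, two-sided, p = 1.46e-10). Of the genes upregulated in HH, 41 were downregulated in HHC, more than the 15 that were upregulated in both, and in HC the corresponding counts were 0 and 107. The difference between the H and HH effects had 0 genes at an adjusted p under 0.05 and 1242 at a nominal p under 0.05.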
